# Transcriptional profiles in the mouse amygdala after a cognitive judgment bias test largely depend on the genotype

**DOI:** 10.3389/fnmol.2022.1025389

**Published:** 2022-10-24

**Authors:** Marisol Herrera-Rivero, Lena Bohn, Anika Witten, Kay Jüngling, Sylvia Kaiser, S. Helene Richter, Monika Stoll, Norbert Sachser

**Keywords:** amygdala, differential expression, genotype, environment, cognitive bias

## Abstract

**Background:** The amygdala is crucial for emotional cognitive processing. Affective or emotional states can bias cognitive processes, including attention, memory, and decision-making. This can result in optimistic or pessimistic behaviors that are partially driven by the activation of the amygdala. The resulting emotional cognitive bias is a common feature of anxiety and mood disorders, both of which are interactively influenced by genetic and environmental factors. It is also known that emotional cognitive biases can be influenced by environmental factors. However, little is known about the effects of genetics and/or gene-environment interactions on emotional cognitive biases. We investigated the effects of the genetic background and environmental enrichment on the transcriptional profiles of the mouse amygdala following a well-established cognitive bias test.

**Methods:** Twenty-four female C57BL/6J and B6D2F1N mice were housed either in standard (control) conditions or in an enriched environment. After appropriate training, the cognitive bias test was performed on 19 mice that satisfactorily completed the training scheme to assess their responses to ambiguous cues. This allowed us to calculate an “optimism score” for each mouse. Subsequently, we dissected the anterior and posterior portions of the amygdala to perform RNA-sequencing for differential expression and other statistical analyses.

**Results:** In general, we found only minor changes in the amygdala’s transcriptome associated with the levels of optimism in our mice. In contrast, we observed wide molecular effects of the genetic background in both housing environments. The C57BL/6J animals showed more transcriptional changes in response to enriched environments than the B6D2F1N mice. We also generally found more dysregulated genes in the posterior than in the anterior portion of the amygdala. Gene set overrepresentation analyses consistently implicated cellular metabolic responses and immune processes in the differences observed between mouse strains, while processes favoring neurogenesis and neurotransmission were implicated in the responses to environmental enrichment. In a correlation analysis, lipid metabolism in the anterior amygdala was suggested to influence the levels of optimism.

**Conclusions:** Our observations underscore the importance of selecting appropriate animal models when performing molecular studies of affective conditions or emotional states, and suggest an important role of immune and stress responses in the genetic component of emotion regulation.

## Background

The amygdala, as part of the limbic system, is crucially involved in the regulation of emotional responses, including the emotional perception and encoding of environmental stimuli, as well as emotional memory, decision-making, motivation, and behavior (Ramasubbu et al., 2014). With a complex structure, the amygdala is functionally connected to extensive cortical-subcortical-limbic circuits. Impairments in the functional connectivity of the amygdala with other brain structures might result from stress-induced hyperactivity of the amygdala (Zhang et al., 2018). Impairments in functional connections, such as those of the anterior portion of the amygdala with the anterior cingulate cortex and the prefrontal cortex, as well as of the posterior portion of the amygdala with the hippocampus, are features of neuropsychiatric diseases, including anxiety, depression, and bipolar disorder, which possess strong emotional behavioral and cognitive components (Ramasubbu et al., 2014; Yang and Wang, 2017; Li et al., 2018).

For an individual’s fitness, survival, and well-being, the ability to respond to environmental cues with appropriate behaviors is crucial. However, when external cues are ambiguous, decision-making and behavior in response to these are biased by the individual’s internal state. Individuals in a putatively positive internal state tend to interpret ambiguous cues more optimistically, expecting positive outcomes (e.g., rewards), while individuals in a putatively negative state tend to interpret the same cues more pessimistically (Paul et al., 2005; Mendl et al., 2010; Rygula et al., 2013). In humans, emotional cognitive bias occurs in anxiety and mood disorders and has been partially attributed to changes in the activity of the amygdala (Drevets, 2003; Victor et al., 2010; Ramasubbu et al., 2014; Yang and Wang, 2017; Zhang et al., 2018).

Emotional cognitive bias can be assessed in humans and animals through the individual’s behavioral responses toward ambiguous cues (Rohrbacher and Reinecke, 2014; Roelofs et al., 2016). In this manner, previous studies have established that environmental factors influence individual differences in emotional cognitive bias. In animal models of depression, for example, early life adversity was associated with increased vulnerability to negative bias and impaired ability to learn reward value (Stuart et al., 2019), while environmental enrichment was associated with increased positive bias (Richter et al., 2012). Moreover, most animal welfare studies have shown that the immediate social and physical environment plays a role in shaping an individual’s emotional cognitive bias. For example, enriched or impoverished housing conditions, access or deprivation of social partners, and varying levels of perceived predation pressure are factors known to influence emotional cognitive bias (Bateson and Matheson, 2007; Bateson et al., 2011; Brydges et al., 2011; Douglas et al., 2012; Richter et al., 2012; Daros et al., 2014; Bethell and Koyama, 2015; Bučková et al., 2019).

Mood disorders are under the combined influence of both genetic and environmental factors (Emamzadeh and Surguchov, 2018). Despite the relatively high heritability of mood disorders (Dalby et al., 2022; Hara et al., 2022; Nguyen et al., 2022) associated with emotional cognitive bias, studies of the genetic factors and molecular mechanisms underlying optimistic and pessimistic biases are lacking. Here, we used two mouse strains in either standard or enriched housing conditions to study: (1) the effects of the genetic background and environmental conditions on emotional cognitive bias; and (2) the link between emotional cognitive bias and the function of the amygdala. We hypothesized that: (1) both the genetic and environmental background interactively shape emotional cognitive bias in mice; and (2) differences in emotional cognitive biases are linked to differential gene expression in the amygdala. We show that mice from different strains possess differential transcriptional patterns regardless of the housing environment or potential emotional cognitive bias, which suggests that genetics played a major role in the function of the amygdala in our study.

## Methods

### Experimental animals

We used 24 focal mice in total, consisting of 12 female C57BL/6J and 12 female B6D2F1N mice. The black coat of these strains permits blinded experimentation. Moreover, both of them are capable of learning our behavioral paradigms (Bračić et al., 2022) and have been reported to express behavioral differences (von Kortzfleisch et al., 2020), characteristics that were important in our experimental settings. Because male mice are more likely to become aggressive toward their cage partners (Van Loo et al., 2003), we chose to use only female mice in this study. All mice were purchased from a professional breeder (Charles River Laboratories, Research Models and Services, Germany GmbH, Sulzfeld, Germany) at the age of 4 weeks. All focal mice were co-housed in the same strain-same sex groups of three individuals per cage (Makrolon cages type III, 38 × 23 × 15 cm^3^). For individual identification, partial ear punches were applied upon arrival. All cages were equipped with wood shavings as bedding material (Allspan, Höveler GmbH and Co. KG, Langenfeld, Germany), a semi-transparent red plastic shelter (11.1 × 11.1 × 5.5 cm^3^, Tecniplast Deutschland GmbH, Hohenpeißenberg, Germany), a semi-transparent red handling tunnel (length: 98.55 mm, diameter: 50.8 mm, ZOONLAB GmbH, Castrop-Rauxel, Germany), a wooden gnawing stick, and a paper towel. The housing rooms were kept at a temperature of approximately 23°C and relative humidity of about 50%, with a reversed light/dark cycle of 12:12 h, with the lights off from 08:00 h to 20:00 h. Water and food were provided *ad libitum* until the onset of the experimental phase. After the experimental phase started, a restrictive feeding regime was provided, i.e., animals received food once per day to maintain 90%–95% of their *ad libitum* feeding weights. This food restriction scheme had the purpose to increase the motivation to work for food rewards while avoiding a negative impact on welfare (Feige-Diller et al., 2020). Body weights were monitored on a daily basis using a digital scale (resolution: 0.1 g; KERN CM 150-1N pocket balance, KERN and Sohn GmbH, Balingen, Germany). Whenever necessary, the tunnel handling method was applied to transfer mice to their target location (Hurst and West, 2010).

### Experimental design

To test for an effect of genotype and environment on emotional cognitive bias in mice, we used a two-by-two full factorial design, where mice from both strains (C57BL/6J and B6D2F1N) were randomly assigned to either standard or enriched (with access to a playground) housing conditions. Therefore, four experimental groups were included in the study. The environmental treatment commenced on the post-natal day (PND) 77 and continued until the end of the experiment. Emotional cognitive bias was assessed using an active choice (Go/Go-task) cognitive judgment bias (CJB) test. As the CJB test requires prior discrimination training, we began training the animals on PND 70. Training duration, though, was dependent on the learning speed of each mouse (37–90 days). Performing the CJB test itself took 5 days. Five mice that did not fulfill the learning criterion were excluded. Therefore, 19 mice that completed the CBJ test were euthanized to dissect the anterior and posterior portions of the amygdala for transcriptome analyses (Figure 1).

**Figure 1:**
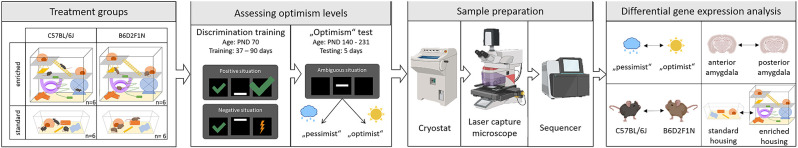
Experimental design. Adapted from Bračić et al. (2022); using templates from BioRender (https:app.biorender.com/biorender-templates: mouse-anterior2, [standing, sitting, grooming, running, scratching cheek, and lateral 1-, lightning bolt 1, cloud 1, raindrop, sun, cryostat, laser microdissection microscope, Sequencer-(Illumina NextSeq 500-, and mouse brain -coronal, thalamus and hippocampus and coronal, thalamus and hippocampus 2)].

### Housing environments

While half of the mice from each strain were assigned to the standard housing condition mentioned above, the other half were assigned to the enriched housing condition where the animals had daily access to a highly enriched cage (50 × 32 × 52 cm^3^), in a manner of “playgrounds”. Each of these cages was connected to one of the playgrounds for one hour per day, and mice were allowed to freely move between their home cage and the respective playground. For a more detailed description, please refer to (Bračić et al., 2022). To control for potential handling effects, mice from the standard housing condition received a mock treatment, where their standard cages were taken out of the racks and placed on a work bench next to their racks within the housing room. After one hour, mice from both treatment groups were fed and placed back into the racks.

### Touchscreen training and cognitive judgment bias (CJB) testing

Emotional cognitive bias was assessed through CJB testing using a touchscreen-based active choice (go/go) task (Bussey-Saksida Mouse Touch Screen Chambers, Model 80614, Campden Instruments Ltd., Loughborough, United Kingdom). This test requires prior training so that the animals learn first how to operate the touchscreen chambers and then to respond discriminatively towards two reference cues (Bračić et al., 2022).

Each training chamber was equipped with a touchscreen, a reward dispenser, a light, and a speaker. The touchscreen was divided into three equally sized squares. The middle square presented the mice with a cue, to which the mouse could respond by touching either of the outer two squares. A white horizontal bar displayed at different positions and servings of diluted sweet condensed milk (Nestlé “Milchmädchen gezuckerte Kondensmilch”; diluted 1:4 in tap water) were used as cues and rewards, respectively.

During the touchscreen training, mice learned to discriminate between the positive reference cue (bar position: down) and the negative reference cue (bar position: up). When the positive reference cue was displayed, the mice were rewarded with 12 μl diluted condensed milk for touching the correct side and 4 μl for touching the wrong side. When the negative reference cue was displayed, the mice were rewarded with 4 μl for touching the correct side, or received a mild punishment (5-s timeout with lights on) for touching the wrong side. For a more detailed training scheme, please refer to Bračić et al. (2022).

Upon CJB testing, mice were classified as either “optimistic”, when they showed a positive bias, or “pessimistic”, when they showed a negative bias. This classification was achieved by assessing their responses to unknown, intermediate cues. For this, we displayed the bar in three intermediate positions: middle (the bar was between the lower reference cue and the upper reference cue), near negative (the bar was between the middle cue and the upper reference cue), and near positive (the bar was between the middle cue and the lower reference cue). When a mouse responded to this intermediate cue in the same manner as it would toward the positive cue, an optimistic expectation was assumed. Contrarily, when the response was the same as towards the negative cue, a pessimistic expectation was assumed. Subsequently, the observed responses were used to quantitatively characterize the level of optimistic bias by calculating a score using the following formula:

$$optimism\;level\text{ = }\frac{N\;choice\;(optimistic)-N\;choice\;(pessimistic)}{N\;choice\;(optimistic+pessimistic)}$$

### Tissue sampling

Three days after the last CJB test, mice were anesthetized using 2.5% isoflurane in oxygen and decapitated. Brains were immediately recovered and frozen on dry ice. Afterward, brains were cut with a cryostat (Leica CM30505) into 16–18 μm thick slices, aiming at the posterior and anterior parts of the basolateral nucleus of the amygdala (−0.58 to −0.94 and −2.06 to −2.3 relative to bregma, respectively), here on referred to as posterior and anterior (portions of the) amygdala. Brain slices were picked up using membrane slides (Carl Zeiss^TM^ Membrane Slides by Thermo Fisher Scientific Inc.) previously exposed to UV radiation, and fixated for 15 min in 47°C before staining with eosin red (8 min) and methylene blue (3 min). Cells from the anterior and posterior amygdala were then collected using a laser capture microscope (P.A.L.M. Microlaser Technologie, PALM^®^ MicroBeam by Zeiss), following Sangha et al. (2012).

### RNA extraction, library preparation, and sequencing

Thirty-seven tissue samples from 19 animals (Table 1) were used for the analysis of their transcriptomes *via* RNA-sequencing (RNA-seq). Total RNA was isolated using the RNeasy Micro Kit (Qiagen), followed by a DNase digestion step. Library preparation was carried out upon mRNA enrichment with the NEBNext Single Cell/Low Input RNA Library Prep Kit for Illumina (New England BioLabs). Single read sequencing took place on a NextSeq 2000 System (Illumina), using the corresponding NextSeq 2000 P3 v3 chemistry, with a read length of 72 base pairs. The integrity of the RNA and the quality of the library were assessed using a TapeStation 4200 (Agilent).

**Table 1:** Sample composition.

Sample description	Total mice	Total tissues	Anterior amygdala	Posterior amygdala
N	19	37	18	19
Paired samples	19	36	18	18
C57BL/6J strain	8	15	7	8
B6D2F1N strain	11	22	11	11
Standard housing	9	18	9	9
Enriched environment (playground)	10	19	9	10
C57BL/6J in standard	4	8	4	4
B6D2F1N in standard	5	10	5	5
C57BL/6J in playground	4	7	3	4
B6D2F1N in playground	6	12	6	6
Optimist (high score_M)	4	8	4	4
Pessimist (low score_M)	5	9	4	5

### Data pre-processing

Using a molecular barcode, the data was automatically demultiplexed using the Illumina bcl2fastq2 Conversion Software v2.20. FastQ files underwent two rounds of quality control, pre-trimming, and post-alignment, using Fast Q20 v0.11.7 (Andrews, 2010). Removal of Illumina adapters and low-quality sequences was performed with Trimmomatic v0.38 (Bolger et al., 2014). Reads of length <15 bases, as well as leading and/or trailing bases with quality <3 or no base call, and bases with average quality <15 in a 4-base sliding window were removed. Alignment was performed with HISAT2 v2.1.0 (Kim et al., 2019) using the mouse genome assembly mm10 (*Mus musculus*, GRCm38). Mapped reads (primary alignments) were sorted by read name using SAMtools v1.8 (Li et al., 2009), and read counts were calculated with HTSeq v0.11.2 (Anders et al., 2015).

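For each library, the authors deposited the number of reads that HTSeq assigned to each of 52636 Ensembl genes, without normalization. In the 35 libraries analysed here, between 16938534 and 27352623 reads per library were counted on genes. Between 18580 and 25531 genes had at least 1 count in a library, with a median of 22308 genes. Of the reads that HTSeq tallied, 13.7 to 26.4% overlapped no annotated gene, 6.23 to 10.9% had no unique alignment and 3.06 to 3.74% overlapped more than 1 gene, and none of these entered the gene counts. No 2 of the 35 libraries held the same counts in the 595 pairs compared. Gene symbols, positions and gene types were taken from GENCODE release M21 of GRCm38, in which 52489 of the gene identifiers were found. The text names neither the annotation release used for counting nor its strand setting, so that the reads of genes overlapping on opposite strands cannot be separated here.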

### Differential expression and gene set overrepresentation analyses

Differential expression was assessed using the R package DESeq2 (Love et al., 2014). Transcriptional changes between the anterior and posterior portions of the amygdala were tested separately for B6D2F1N and C57BL/6J mice using the likelihood ratio test (LRT) with a paired design. Transcriptional differences between the B6D2F1N and C57BL/6J strains, stratified by housing environment, as well as between the standard and enriched housing conditions, stratified by strain, were performed using the Wald test. To test for transcriptional changes related to the mice’s optimism score, we adopted an extremes approach in which animals with the most negative bias, i.e., the lowest optimism score (score_*M* ≤ −0.6, *n*_Anterior_ = 4, *n*_Posterior_ = 5), were compared against those with the most positive bias, i.e., the highest optimism score (score_*M* = 0.2, *n* = 4). These tests were adjusted for the different strains and housing environments using LRT. Raw read counts were filtered to remove genes with less than 10 counts prior to analysis. 

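Here, the minimum of 10 counts was applied to each gene's sum over the libraries that entered a comparison. Between 22865 genes, for housing in the anterior amygdala of C57BL/6J mice, and 27761 genes, for the amygdala portions of B6D2F1N mice, were tested in this way in the 12 comparisons described in the results.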

All p-values were corrected for multiple comparisons according to the Benjamini-Hochberg method. Genes were considered differentially expressed when adjusted *p* ≤ 0.05.

To provide a biological context to these findings, each list of differentially expressed genes (DEGs) was subjected to gene set overrepresentation analysis using the web tool g:GOSt from g:Profiler (Raudvere et al., 2019). All gene ontology (GO) and pathways gene set categories available for *Mus musculus* within this tool (GO: biological process, BP, molecular function, MF, cellular component, CC; biological pathways: KEGG, Reactome, Wikipathways), with the exception of GO terms that have been annotated electronically, were retrieved. Gene sets were considered overrepresented following a hypergeometric test within annotated genes that was corrected for multiple comparisons using the Benjamini-Hochberg method (adjusted *p* < 0.05).

### Statistical analyses

Comparisons between strains and housing environments for age, training duration, and optimism scores were performed using analysis of variance (ANOVA) followed by the Tukey honestly significant difference (HSD) *post-hoc* test, binomial regression or a paired *t*-test as appropriate. Two animals within the B6D2F1N strain housed in the standard (control) condition were identified as outliers with relatively lower training duration and negative bias, respectively, and were therefore excluded from the statistical comparisons of these phenotypes. Nevertheless, no reason to exclude them from the differential expression analyses was found. Correlations between optimism scores and levels of over 15,500 amygdala transcripts with recognized gene symbols were tested using the Pearson method with adjustments for strain and environment as well as false discovery rate (FDR) correction. All statistical analyses were performed in the statistical software R.

## Results

### Effects of genotype and environment on behavior

The training duration, measured in days, appeared to be higher for the mice of the C57BL/6J strain, particularly in the standard housing, than for the B6D2F1N animals (Figure 2A). Nevertheless, this did not reach statistical significance (*p* = 0.055). Moreover, our optimism scores did not show associations with genotypes and/or housing environments (*p* = 0.213; Figure 2B), nor correlated with the levels of gene transcripts in either portion of the amygdala at FDR < 0.05. At FDR < 0.25, however, we found 13 gene transcripts (*Kifc2*, *Csta1*, *Asb12*, *Amhr2*, *Akr1b7*, *Tsen54*, *Cyp2e1*, *Mgarp*, *Ptx3*, *BC034090*, *Pcyt2*, *Olah*, and *Idua*) in the anterior portion of the amygdala that negatively correlated with optimism scores (*p* < 0.001, correlation coefficient: −0.8 to −0.86). These were overrepresented (adjusted *p* < 0.05) in lipid metabolic pathways (e.g., Reactome metabolism of lipids, GO lipid hydroxylation).

As the mice of the C57BL/6J strain took longer to learn, these animals ended up being older (Figures 2C,D) than the B6D2F1N mice. However, because this was not a statistically significant difference (*p* = 0.112), the statistical analyses of the transcriptomes were not adjusted for age or training duration.

**Figure 2:**
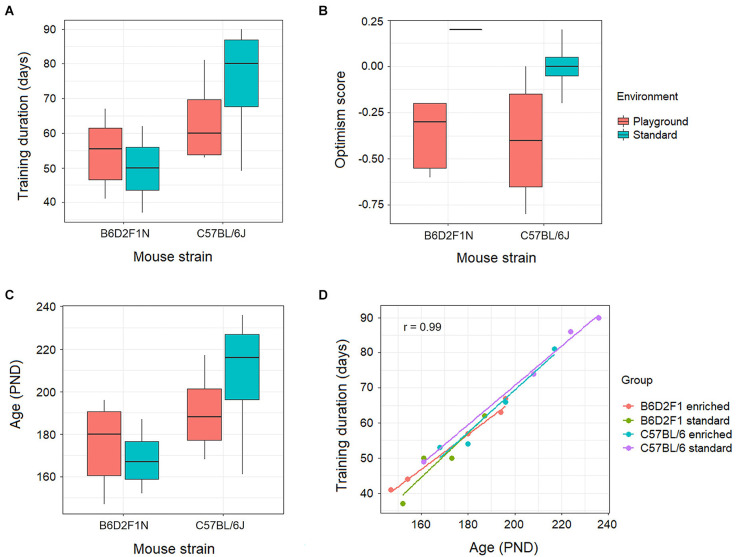
Behavioral effects of genotype (C57BL/6J or B6D2F1N strains) and environment (standard housing conditions or enriched in the form of playground) on **(A)** training duration, **(B)** optimism score, and **(C)** age were not statistically significant (*p* > 0.05). **(D)** Training duration positively correlated (*p* = 2.64 × 10^−14^, *r* = 0.99) with age in all genotypes and environments.

### Transcriptional differences between the anterior and posterior amygdala

Relatively large numbers of gene transcripts were differentially expressed between the anterior and posterior portions of the amygdala in both mouse strains (C57BL/6J: 1618, B6D2F1N: 1887; Supplementary Tables 1,2). 

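Cells of the basolateral amygdala were collected from stained brain sections with a laser capture microscope, and libraries made from their mRNA with a low-input kit were sequenced as single reads of 72 bases. The comparison of the portions of the amygdala used the 6 C57BL/6J and 10 B6D2F1N mice with an anterior and a posterior library. In enriched housing, Table 1 of the paper lists 3 anterior samples of C57BL/6J and 6 of B6D2F1N mice, of which 2 and 5 were analysed here. In C57BL/6J mice, 18524769 to 22740018 reads were counted on genes in the anterior libraries (median 21445442) and 21961946 to 26126984 in the posterior ones (median 23619468). In B6D2F1N mice, the anterior libraries held 17456007 to 27352623 reads (median 21969096) and the posterior ones 17121764 to 25125524 (median 20870561). From the deposited counts, each strain was fitted separately with edgeR's quasi-likelihood test after TMM normalization, with the mouse as a block. As in the paper, p-values were adjusted by the Benjamini-Hochberg method and genes with an adjusted p of at most 0.05 were counted as DEGs. Expression is given as CPM, the count relative to the total of the library, scaled by TMM, as mean ± SD over the mice, and a positive log2 fold change stands for a higher level in the posterior amygdala. The portions carry the names of the sample labels. The paper's methods give the range of sections closer to bregma for the posterior portion and the one farther behind bregma for the anterior portion, the reverse of their anatomical order, and which of these the labels follow was not tested. If the labels were exchanged, the sign of every change between the portions would be reversed.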

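Between the portions of the amygdala, 937 of 25751 genes were differentially expressed in C57BL/6J mice and 1110 of 27761 in B6D2F1N mice. Of these, 396 and 451 genes, respectively, had higher levels in the posterior amygdala. Without adjustment, 3488 and 4312 genes had p-values under 0.05. Among the alternatives chosen beforehand, the one that moved these numbers most was DESeq2, with the paired likelihood ratio test named in the paper's methods, which gave 1512 and 1994 DEGs. Leaving out each mouse in turn gave 602 to 1070 DEGs in C57BL/6J and 770 to 1220 in B6D2F1N mice. The fits without the standard-housed C57BL/6J mice 3 and 4 gave the lowest numbers for that strain, 602 and 606. From these differences and those between the strains, the paper states that wide transcriptional differences are related to the anatomical localization in the amygdala and to the genetic background.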

About 35%–40% (655) of these overlapped between strains (Figure 3A). 

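A total of 497 DEGs were shared by the strains, which is 53% of the DEGs of C57BL/6J and 44.8% of those of B6D2F1N mice. If the calls of both strains were independent among the 24855 genes tested in both, 41.8 shared genes would be found by chance. All 497 shared DEGs changed in the same direction in both strains, and 157 of them had higher levels in the posterior amygdala. Of the 1548 genes called in at least 1 strain and tested in both, 1498 (96.8%) had log2 fold changes of the same sign in both. A test of the difference between the strains in the change from anterior to posterior amygdala, with an interaction term, gave 0 genes past the threshold and 871 with an unadjusted p under 0.05. With DESeq2, the strains shared 797 DEGs.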

A list of the top 10 DEGs for each strain can be found in Table 2. 

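All 10 genes listed in Table 2 for C57BL/6J mice and 8 of the 10 listed for B6D2F1N mice passed the threshold, and all 20 entries changed in the direction given there. Oprk1 (ENSMUSG00000025905), on chromosome 1 of GRCm38 from 5588466 to 5606131, had the smallest p-value in C57BL/6J mice. Its level was 142 ± 45.3 CPM in the anterior and 7.19 ± 3.24 CPM in the posterior amygdala (SD, n = 6 mice), a log2 fold change of -4.35 (standard error 0.207, adjusted p = 2.13e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Npsr1 (ENSMUSG00000043659; chromosome 9, 24097996 to 24316398), on which genes of the opposite strand overlap, had 3.66 ± 2.97 CPM in the posterior amygdala and a log2 fold change of -5.31 (standard error 0.289, edgeR adjusted p = 9.45e-09). Among the genes with higher levels in the posterior amygdala, the smallest p-values in this strain belonged to Dcn and Ptpro. Dcn (chromosome 10, 97479609 to 97518143) rose from 23.8 ± 10.5 to 1260 ± 351 CPM and Ptpro (chromosome 6, 137252319 to 137463233) from 22.6 ± 4.64 to 114 ± 19 CPM (n = 6 each). Kera had 0 counts in every anterior library of these mice and was at least 83.4-fold higher in the posterior ones. In B6D2F1N mice (n = 10), Krt18 rose from 0.167 ± 0.529 to 11.9 ± 12.3 CPM (log2 fold change 8.45, standard error 0.756, edgeR adjusted p = 1.51e-05), Fibin rose from 5.29 ± 3.23 to 36.9 ± 21.7 CPM, and Nrep went from 213 ± 59 to 69.1 ± 23.8 CPM. Olig3, with 0 counts in all anterior libraries, was at least 39.3-fold higher in the posterior amygdala. Xist was at 77.1 ± 31 CPM in the anterior amygdala, with a higher value in the posterior amygdala of 7 of 10 mice (log2 fold change 0.57, standard error 0.191, edgeR adjusted p = 0.119). The 10 mice include B6D2F1N standard mouse 2, which had 0 counts of Xist in both portions. For Capn11, 3.56 ± 5.95 and 3.68 ± 5.6 CPM were measured, with a higher posterior value in 6 of 10 mice (log2 fold change 0.82, standard error 0.64, edgeR adjusted p = 0.584). Among the DEGs shared by the strains were 13 of the 14 entries marked as overlapping in Table 2, in which Bmp3 stands under both strains, and 3 of the 6 that are not.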

In general, the overlapping DEGs, from which *Bmp3* (*p*_C57BL/6J_ = 1.40 × 10^−49^, *p*_B6D2F1N_ = 5.72 × 10^-28^) appeared among the top 10 findings, functionally implicated a vast number of GO and pathway gene sets (C57BL/6J: 2198, B6D2F1N: 1871; Figure 3D) participating in the development and function of brain cells and in the information exchange within the nervous system by directly affecting neuro- and gliogenesis, neurotransmission, and signaling (Supplementary Table 3). 

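Bmp3 lies on chromosome 5 of GRCm38 from 98854415 to 98884396. Its level in C57BL/6J mice was 746 ± 227 CPM in the anterior and 98.9 ± 44 CPM in the posterior amygdala (SD, n = 6 mice), a log2 fold change of -2.98 (standard error 0.168, adjusted p = 9.45e-09 from edgeR's quasi-likelihood test). In B6D2F1N mice, 700 ± 418 and 73.7 ± 47.2 CPM were measured (SD, n = 10), with a log2 fold change of -3.19 (standard error 0.235, edgeR adjusted p = 1.47e-06). The level was lower in the posterior amygdala of 6 of 6 C57BL/6J and 10 of 10 B6D2F1N mice. With each mouse left out in turn, the log2 fold change stayed between -3.08 and -2.84 in C57BL/6J and between -3.36 and -3.02 in B6D2F1N mice.

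**Figure D1:**
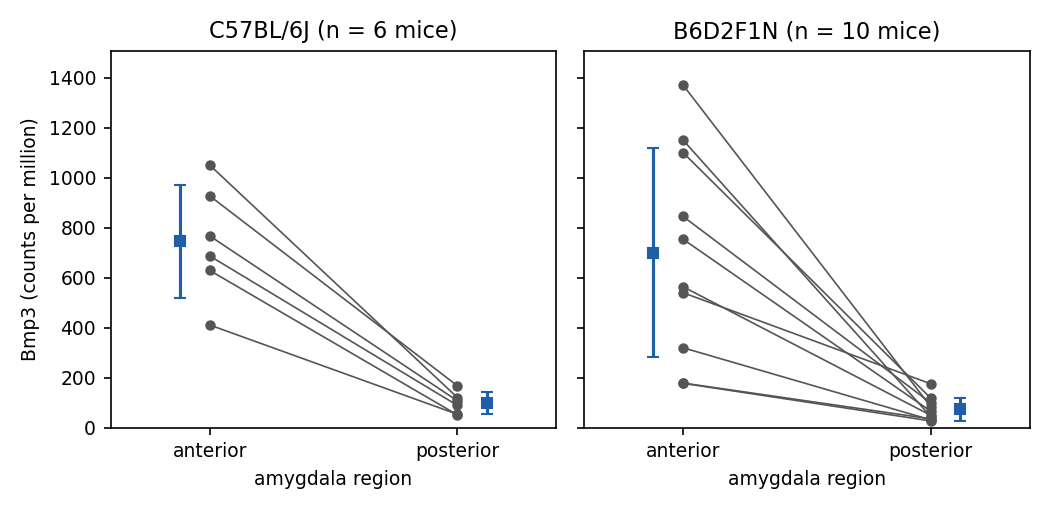
Level of Bmp3 in CPM (vertical axis) in the anterior and posterior amygdala of the 6 C57BL/6J and 10 B6D2F1N mice with both libraries. Points are mice, lines join the libraries of 1 mouse, and squares with error bars give the mean and SD. Every line falls from the anterior to the posterior amygdala.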

Specific GO terms overrepresented in C57BL/6J mice were overall biased towards regulatory processes, such as secretion and molecular transport. Moreover, the Reactome pathways specifically overrepresented in these mice highlighted cellular metabolism and immune responses, whereas those terms that were specific for B6D2F1N mice appeared to be generally more biased towards metabolic stress responses (Supplementary Table 3).

**Figure 3:**
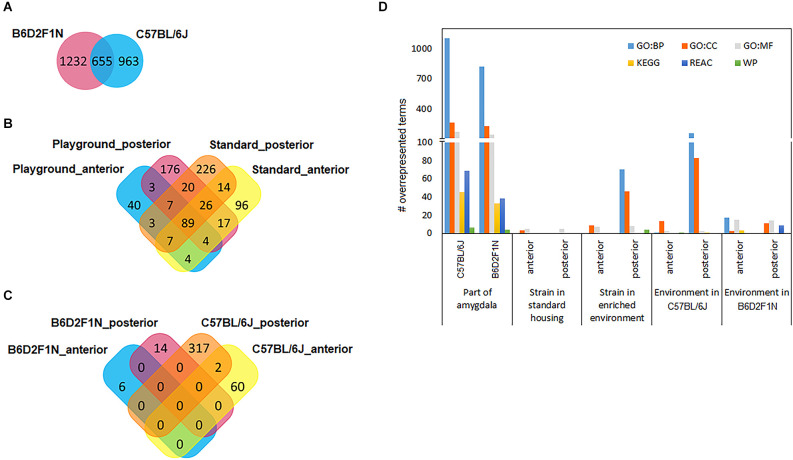
Venn diagrams show how differentially expressed gene transcripts overlap between statistical comparisons performed for **(A)** amygdala regions, **(B)** genotypes, and **(C)** environments. **(D)** Large numbers of functional gene sets were found when comparing portions of the amygdala. GO, gene ontology; BP, biological process; CC, cellular component; MF, molecular function; KEGG, pathways from the Kyoto Encyclopedia of Genes and Genomes; REAC, Reactome pathways; WP, WikiPathways.

**Table 2:** Top 10 differentially expressed genes between the anterior and posterior portions of the amygdala in C57BL/6J and B6D2F1N mouse strains.

Symbol	LFC	SE	adj.p	Overlap
**C57BL/6J**				
*Oprk1*	−4.275	0.181	4.89E-91	*n*
*Npsr1*	−5.310	0.243	7.83E-71	y
*Bmp3*	−3.136	0.183	1.49E-49	y
*Vegfd*	−3.686	0.212	8.76E-47	y
*Tmem212*	7.773	0.649	1.70E-44	y
*Kera*	10.242	0.856	3.49E-42	*n*
*Dkkl1*	−3.697	0.238	7.44E-37	y
*Prss23*	−3.103	0.210	1.72E-36	*n*
*Sstr2*	−2.284	0.166	3.20E-34	y
*Dpy19l1*	−1.729	0.126	8.78E-34	y
**B6D2F1N**				
*Xist*	0.532	0.198	1.68E-40	*n*
*Bmp3*	−2.998	0.245	5.72E-28	y
*Krt18*	8.722	0.747	1.68E-20	y
*Steap1*	5.313	0.569	3.56E-19	*n*
*Tspan5*	−1.209	0.132	9.50E-17	y
*Capn11*	0.606	0.521	2.78E-16	*n*
*Olig3*	7.660	0.831	4.79E-16	y
*Nek5*	6.630	0.700	9.73E-16	y
*Rtn4*	−1.312	0.137	3.50E-15	y
*Nrep*	−1.540	0.158	4.59E-15	y

*LFC, log2 fold change; SE, standard error; adj.p, Benjamini-Hochberg-adjusted *p*-value*.

**Table 3:** Top genes differentially expressed in all amygdala regions and housing environments when comparing B6D2F1N and C57BL/6J mice.

Symbol	st.ant.		st.post.		pg.ant.		pg.post.	
	LFC	adj.p	LFC	adj.p	LFC	adj.p	LFC	adj.p
*Cap1*	2.325	6.07E-27	2.81	2.45E-27	2.71	1.21E-39	2.08	1.40E-21
*Cramp1l*	2.026	5.22E-18	2.01	6.62E-19	1.53	2.15E-09	1.46	1.62E-11
*Gabra2*	1.696	2.16E-09	1.49	2.27E-02	1.97	5.66E-04	2.26	2.60E-10
*Gm11273*	2.340	1.50E-04	3.01	1.78E-06	2.69	2.02E-02	2.24	7.09E-03
*Hmga1-rs1*	4.884	5.96E-03	5.51	2.55E-04	5.07	8.23E-03	7.39	5.32E-06
*Lsm12*	1.425	3.52E-05	1.32	1.35E-06	1.40	3.89E-02	1.04	1.13E-02
*Luc7l*	1.771	1.10E-15	1.31	1.20E-09	1.71	2.44E-08	1.21	5.75E-08
*Mark3*	1.020	8.39E-05	0.74	3.14E-03	1.11	1.42E-03	1.17	6.61E-06
*Myo19*	1.799	4.02E-03	2.63	1.03E-14	1.53	7.27E-03	1.67	1.15E-05
*Serpina3m*	6.294	1.16E-07	8.03	1.95E-08	8.10	3.77E-06	5.67	1.17E-07
*Tmem87a*	2.934	1.15E-22	3.04	5.37E-19	3.19	1.23E-12	3.15	2.35E-35
*Traf3ip1*	0.927	6.45E-03	1.48	1.07E-05	1.45	1.80E-03	1.40	1.19E-05
*Wdfy1*	1.690	8.98E-12	1.12	1.75E-05	1.15	2.39E-03	1.38	1.14E-09

*st, standard housing; pg, playground (enriched environment); ant, anterior amygdala; post, posterior amygdala; LFC, log2 fold change; adj.p, Benjamini-Hochberg-adjusted *p*-value*.

### Effects of genetics on the amygdala’s transcriptome

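The transcriptomes of B6D2F1N and C57BL/6J mice were compared within each housing environment and portion of the amygdala. The counts behind these comparisons came from 4 C57BL/6J and 5 B6D2F1N mice for both portions in standard housing. For the enriched environment they came from 2 and 5 mice in the anterior and 4 and 6 in the posterior amygdala. In standard housing, the anterior libraries held 18524769 to 22740018 counts in C57BL/6J (median 20337105) and 17456007 to 22702815 in B6D2F1N mice (median 22578134). The posterior libraries held 21961946 to 26126984 (median 23961971) and 18574153 to 25125524 counts (median 21532504). In the enriched environment, the anterior libraries held 20913302 and 22030944 counts in C57BL/6J and 19057404 to 27352623 in B6D2F1N mice (median 21360058). The posterior ones held 16938534 to 23769916 (median 21248237) and 17121764 to 21101828 counts (median 19053910). Each of the 4 comparisons was a separate edgeR fit without covariates, in which a positive log2 fold change stands for a higher level in B6D2F1N mice. The fits had no term for the library numbers of the sample labels. In standard housing, these were 5 to 20 in C57BL/6J and 14 to 30 in B6D2F1N mice for the anterior amygdala. For the posterior amygdala they were 7 to 15 and 11 to 35. In the enriched environment they were 26 and 33 against 2 to 37, and 6 to 36 against 12 to 29. Strain and these numbers coincided in part in standard housing, and their effects were not separated.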

To study the effects of genetic background, we compared the transcriptomes of the anterior and posterior amygdala of mice of the B6D2F1N and C57BL/6J strains housed in standard or enriched environments. In general, we observed larger numbers of DEGs in mice kept in standard housing than in those kept in the enriched environment, as well as in the posterior amygdala with respect to the anterior portion. 

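Between the strains, 90 of 24305 genes were differentially expressed in the anterior and 94 of 25171 in the posterior amygdala of mice in standard housing. In the enriched environment, 15 of 23459 and 101 of 25640 genes were differentially expressed. B6D2F1N mice had the higher level in 79, 80, 14 and 87 of these DEGs, in the same order. Without adjustment, 2187, 2605, 1016 and 2336 genes had p-values under 0.05. DESeq2's Wald test, named in the paper's methods, moved these numbers most and gave 257, 392, 137 and 342 DEGs. Leaving out each mouse in turn gave 60 to 83, 59 to 166, 12 to 15 and 68 to 86 DEGs. For the posterior amygdala in standard housing, 166 DEGs (99 higher and 67 lower in B6D2F1N mice) were found without B6D2F1N mouse 2, and 61, 59 and 60 without C57BL/6J mouse 2, C57BL/6J mouse 3 and B6D2F1N mouse 3. The anterior comparison in the enriched environment rested on 2 C57BL/6J mice. When all 4 strain and housing groups of the anterior amygdala shared 1 fit, it gave 44 DEGs. A test of whether the strain difference depended on housing, with an interaction term, gave 0 genes in the anterior and 0 in the posterior amygdala, with 1576 and 2335 genes at an unadjusted p under 0.05.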

For mice kept in standard housing, we found 257 DEGs in the anterior amygdala (Supplementary Table 4) and 392 DEGs in the posterior amygdala (Supplementary Table 5). 

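In the anterior amygdala in standard housing, the genes with the smallest p-values were Atp6v0c-ps2 and Eno1b among those with higher levels in B6D2F1N mice, and A330076H08Rik and Nat8f4 among those with lower levels. Atp6v0c-ps2 (ENSMUSG00000080242; chromosome 6, 37806086 to 37806550 in GRCm38) is a pseudogene. Its level was 5.83 ± 0.42 CPM in 4 C57BL/6J and 214 ± 61.9 CPM in 5 B6D2F1N mice (log2 fold change 5.19, standard error 0.257, adjusted p = 3.93e-08 from edgeR's quasi-likelihood test). All of the 72-base windows of its sequence (100%) also match Atp6v0c with at most 2 mismatches, so that reads can be split between both genes. The same holds for 91.7% of the windows of Eno1b, which match Eno1, and for 34.2% of those of Nat8f4, which match Nat8f2. Eno1b had 0.834 ± 0.221 and 26.3 ± 3.77 CPM, and Nat8f4 had 16.5 ± 2.55 and 2.97 ± 1.31 CPM. A330076H08Rik (chromosome 7, 61930137 to 61982358) had 37.5 ± 2.81 CPM in C57BL/6J and 7.37 ± 1.56 CPM in B6D2F1N mice (log2 fold change -2.34, standard error 0.229, edgeR adjusted p = 4.74e-05), no window in common with another gene, and genes overlapping on both strands. A330076H08Rik had, in the posterior amygdala, a log2 fold change of -2.71 (standard error 0.345, edgeR adjusted p = 0.00135) and Atp6v0c-ps2 one of 5.43 (standard error 0.26, edgeR adjusted p = 1.08e-07). Tpm3-rs7, with 86.2% of its windows matching Tpm3, had 0.876 ± 0.205 and 29.9 ± 3.1 CPM. Ide (chromosome 19, 37268743 to 37337852) had 66.5 ± 6.27 CPM in 4 C57BL/6J and 25.7 ± 3.63 CPM in 5 B6D2F1N mice (log2 fold change -1.36, standard error 0.184, edgeR adjusted p = 0.00235).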

From these, 96 (37.4%) and 226 (57.7%) genes were specifically dysregulated in the anterior and posterior amygdala, respectively (Figure 3B). 

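In standard housing, 21 DEGs of the anterior amygdala (23.3%) and 25 of the posterior amygdala (26.6%) were called in no other of the 4 strain comparisons. With DESeq2, these were 96 (37.4%) and 227 DEGs (57.9%). A gene called in 1 comparison alone is not thereby shown to differ between the comparisons, and the test of whether the strain difference depended on the portion of the amygdala, the interaction of region and strain over mice of both housing conditions, gave 0 genes (871 at an unadjusted p under 0.05).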

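In the enriched environment, Gm5802 and Gm15920 were the genes with higher levels in B6D2F1N mice that had the smallest p-values in the anterior amygdala. Gm5802 (chromosome 14, 62540493 to 62541193 in GRCm38) had 0.195 ± 0.0789 CPM in 2 C57BL/6J and 67.1 ± 9.41 CPM in 5 B6D2F1N mice (log2 fold change 8.43, standard error 0.47, adjusted p = 1.13e-05 from edgeR's quasi-likelihood test), and 55.6% of its windows match Snrpn. Gm15920, all of whose windows (100%) match Ndufa12, was at least 155-fold higher in B6D2F1N mice. A330076H08Rik was the only anterior DEG with a lower level in B6D2F1N mice, at 43.6 ± 16.6 and 5.15 ± 2.25 CPM (edgeR adjusted p = 0.0328, and up to 0.112 with 1 mouse left out). The log2 fold changes in the posterior amygdala were 7.64 for Gm5802, 5.37 for Atp6v0c-ps2, -2.17 for A330076H08Rik and -2.78 for Nat8f4, with adjusted p-values of 9.97e-08, 2.36e-07, 0.0011 and 0.00192 from edgeR. None of the 15 anterior DEGs (0.0%) and 28 of the 101 posterior DEGs (27.7%) were called in no other strain comparison. DESeq2 gave 48 (35.0%) and 177 such genes (51.8%).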

In the enriched environment, 157 and 342 genes were dysregulated in the anterior and posterior amygdala, being 40 (25.5%) and 176 (51.5%) specifically dysregulated, respectively (Supplementary Tables 6, 7, Figure 3B). 

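All 4 strain comparisons shared 14 DEGs, of which 13 had higher levels in B6D2F1N mice, 9 are annotated as pseudogenes and 11 have a near-identical copy elsewhere in the genome. With DESeq2, 69 DEGs were shared. Cap1 (ENSMUSG00000028656) lies on chromosome 4 of GRCm38 from 122859047 to 122886056 and overlaps Ppt1 on the other strand. In standard housing, its level in C57BL/6J and B6D2F1N mice was 27.7 ± 6.19 and 139 ± 21.2 CPM in the anterior and 17.8 ± 4.86 and 124 ± 23.5 CPM in the posterior amygdala (SD, n = 4 and 5). In the enriched environment it was 23.9 ± 4.32 and 155 ± 21.8 CPM (n = 2 and 5) and 24.4 ± 6.52 and 103 ± 12.7 CPM (n = 4 and 6). The log2 fold changes were 2.33, 2.82, 2.72 and 2.09 (standard errors 0.203, 0.245, 0.298 and 0.208), with adjusted p-values of 1.75e-05, 3.41e-05, 0.00214 and 6.47e-05 from edgeR's quasi-likelihood test. Tmem87a (ENSMUSG00000033808; chromosome 2, 120355312 to 120404113), which overlaps Ganc on the other strand, had 11.4 ± 4.42 and 87 ± 19.4 CPM in the anterior amygdala in standard housing. Over the comparisons in the same order, its log2 fold changes were 2.94, 3.04, 3.87 and 3.16, with edgeR adjusted p-values of 3.1e-05, 0.000188, 0.00189 and 5.21e-06. Cramp1l (ENSMUSG00000038002; chromosome 17, 24961226 to 25015788) had 20.3 ± 1.78 and 82.8 ± 21.5 CPM in the first of these comparisons. Its log2 fold changes were 2.03, 2.02, 1.68 and 1.46, and its edgeR adjusted p-values 0.000108, 0.000188, 0.089 and 0.00137, so that it did not pass the threshold in the anterior amygdala in the enriched environment. Of the 13 genes of Table 3, 9, 10, 2 and 11 passed the threshold in these comparisons, and all 13 had higher levels in B6D2F1N mice in each. Serpina3m was at least 19.5-fold, 15.9-fold, 19.8-fold and 16.9-fold higher.

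**Figure D2:**
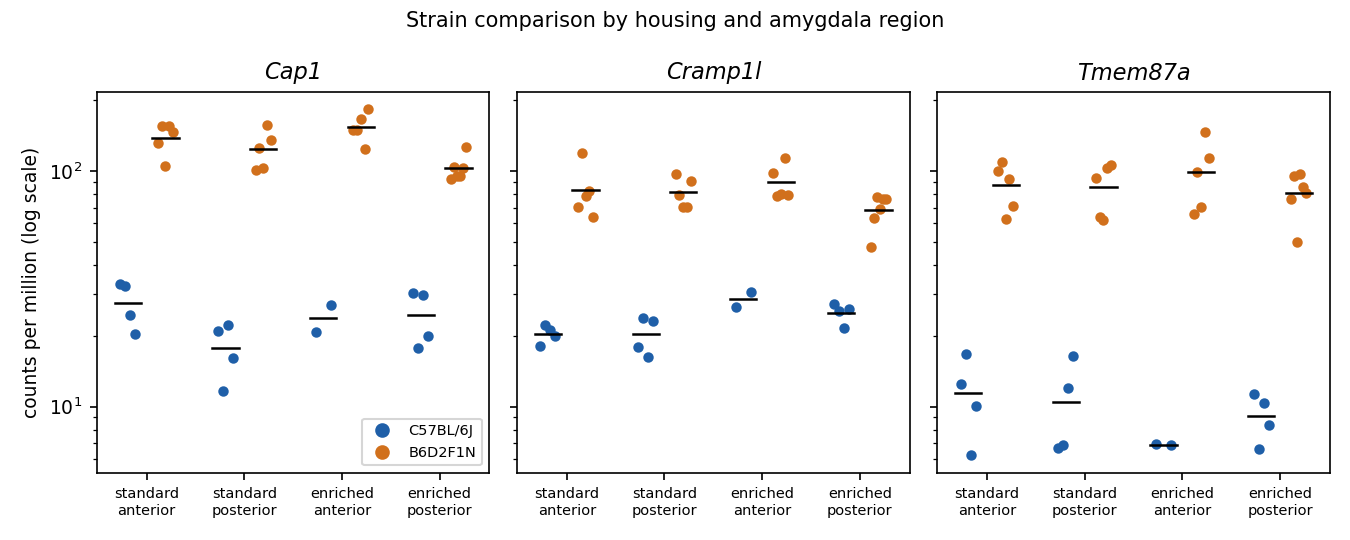
Levels of Cap1, Cramp1l and Tmem87a in CPM (vertical axis, log scale) in C57BL/6J (blue) and B6D2F1N mice (orange), by housing and portion of the amygdala (horizontal axis). Points are libraries and horizontal bars give the mean of each group. In every comparison the B6D2F1N libraries sit above the C57BL/6J ones.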

In total, 89 DEGs overlapped between all four comparisons (Figure 3B) and importantly represented the most significant findings including, for example, *Cap1*, *Cramp1l*, and *Tmem87a* (Table 3). Moreover, with the exception of the comparison of the posterior amygdala in an enriched environment, only a few GO terms showed overrepresentation in these genotype comparisons (Figure 3D). Overall, while DEGs in the anterior amygdala were overrepresented in terms related to immune responses, those in the posterior amygdala were overrepresented in functional terms related to intercellular communication, neurotransmission, and cellular stress responses (Supplementary Table 8).

### Effects of housing environment on the amygdala’s transcriptome

We also tested whether the mice of the C57BL/6J and B6D2F1N strains presented transcriptional changes in the amygdala depending on the environment in which they were kept by comparing the enriched and standard housing conditions separately for each genotype and amygdala portion. 

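The housing comparisons used the same libraries and counts as the strain comparisons. In C57BL/6J mice, they set 4 standard-housed against 2 enriched mice for the anterior and 4 against 4 for the posterior amygdala. In B6D2F1N mice, they set 5 against 5 and 5 against 6. Each strain and portion of the amygdala was fitted separately with edgeR, and a positive log2 fold change stands for a higher level in the enriched environment.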

Overall, we found larger differences in C57BL/6J mice than in the B6D2F1N strain, as well as in the posterior than in the anterior portion of the amygdala (#DEGs C57BL/6J_ant_: 62, C57BL/6J_post_: 319, B6D2F1N_ant_: 6, B6D2F1N_post_: 14; Supplementary Tables 9–11). 

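In C57BL/6J mice, 0 of 22865 genes in the anterior and 4 of 24526 genes in the posterior amygdala were differentially expressed between the enriched and the standard housing. In B6D2F1N mice, 0 of 24639 and 0 of 26028 genes passed the threshold. Without adjustment, 1418, 2515, 1553 and 1716 genes had p-values under 0.05. DESeq2's Wald test gave 100, 319, 8 and 14 DEGs, and leaving out the count minimum gave 274 and 112 DEGs for the anterior and posterior amygdala of C57BL/6J mice. In the posterior amygdala of C57BL/6J mice, no gene passed the threshold in 7 of the 8 fits that each left out 1 mouse. Without enriched mouse 2, 172 genes did (93 higher and 79 lower in the enriched environment). In that fit, the library numbers of the sample labels were 7 to 15 in standard and 31 to 36 in enriched housing. Housing and the order of the libraries cannot be told apart there. In the posterior amygdala of B6D2F1N mice, 10 genes passed without standard-housed mouse 2. The interaction of strain and housing, the test of whether the strains differ in their response to the environment, gave 0 genes in each portion of the amygdala with edgeR (1576 and 2335 at an unadjusted p under 0.05). It gave 2 in the anterior and 16 in the posterior amygdala with DESeq2, and 14 in the posterior amygdala with edgeR without standard-housed B6D2F1N mouse 2. From the numbers of DEGs, the paper concludes that the response to the enriched environment was wider in C57BL/6J than in B6D2F1N mice.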

Unlike in the cases of the comparisons between strains and amygdala portions, the transcriptional differences that we observed here were virtually unique (Figure 3C). 

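The 4 housing comparisons shared no DEG, since genes passed the threshold only in the posterior amygdala of C57BL/6J mice. With DESeq2, the anterior and posterior amygdala of C57BL/6J mice had 5 DEGs in common, and no other pair of housing comparisons had any.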

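Cplx2 lies on chromosome 13 of GRCm38 from 54371349 to 54383917. In C57BL/6J mice, its level in the anterior amygdala was 133 ± 13 CPM in standard housing and 258 ± 28.6 CPM in the enriched environment (SD, n = 4 and 2), a log2 fold change of 0.94 (standard error 0.206, adjusted p = 0.482 from edgeR's quasi-likelihood test). Its posterior level was 158 ± 23.7 and 430 ± 162 CPM (SD, n = 4 each), a log2 fold change of 1.44 (standard error 0.265, edgeR adjusted p = 0.116, and 0.0287 to 0.324 with 1 mouse left out). B230323A14Rik (chromosome 9, 69758740 to 69830845), an antisense gene that overlaps Foxb1, had 0 counts in all 4 anterior libraries of standard-housed mice and 0.772 ± 0.808 CPM in the 2 of enriched mice, at least 4.76-fold higher (edgeR adjusted p = 0.74). In the posterior amygdala, its levels of 0.0348 ± 0.0697 and 1.33 ± 1.37 CPM (n = 4 each) put it at least 10.6-fold higher in the enriched environment (edgeR adjusted p = 0.337). Neither gene passed the threshold in both portions of the amygdala.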

Only two genes, *Cplx2* (p_ant_ = 0.01117, p_post_ = 0.00015) and *B230323A14Rik* (p_ant_ = 0.01195, p_post_ = 0.03927), were dysregulated in both regions of the amygdala in the C57BL/6J genotype. 

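The genes that passed the threshold in the posterior amygdala of C57BL/6J mice were Mbp, 9130024F11Rik, Padi2 and Trp53inp2, each with higher levels in the enriched environment and an adjusted p of 0.0366 from edgeR's quasi-likelihood test. Mbp (chromosome 18 of GRCm38, 82475146 to 82585637), which encodes a protein of the myelin sheath, had 2120 ± 273 CPM in standard and 8310 ± 2620 CPM in enriched housing (SD, n = 4 each; log2 fold change 1.97, standard error 0.271). 9130024F11Rik (chromosome 1, 56971412 to 57050084) had 0.572 ± 0.211 and 8.9 ± 3.47 CPM (log2 fold change 3.95, standard error 0.544). Padi2 (chromosome 4, 140906344 to 140952586) had 1.77 ± 0.68 and 12.9 ± 3.22 CPM (log2 fold change 2.86, standard error 0.417). Trp53inp2 (chromosome 2, 155381059 to 155389850) had 25.7 ± 1.97 and 73.6 ± 16.1 CPM (log2 fold change 1.52, standard error 0.221). With 1 mouse left out, the edgeR adjusted p rose to as much as 0.23 for 9130024F11Rik and 0.297 for the other genes. Chrna6, with 0 counts in all posterior libraries of standard-housed C57BL/6J mice, was at least 32.2-fold higher in the enriched environment. All 10 genes that Table 4 gives for this comparison had unadjusted p-values under 0.05 and changed in the direction given there. The same holds for the 10 genes given for the anterior amygdala of C57BL/6J, the 6 for the anterior and the 10 for the posterior amygdala of B6D2F1N mice, of which 0 passed the threshold after adjustment. Among these, Gsdmd went from 4.41 ± 2.27 to 0.22 ± 0.234 CPM in the anterior amygdala of B6D2F1N mice (n = 5 each; log2 fold change -4.31, standard error 1.05, edgeR adjusted p = 0.77). Ntf3 went from 16 ± 10.2 (n = 5) to 3.74 ± 1.89 CPM (n = 6) in the posterior amygdala of that strain (log2 fold change -2.10, standard error 0.443, edgeR adjusted p = 0.752).

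**Figure D3:**
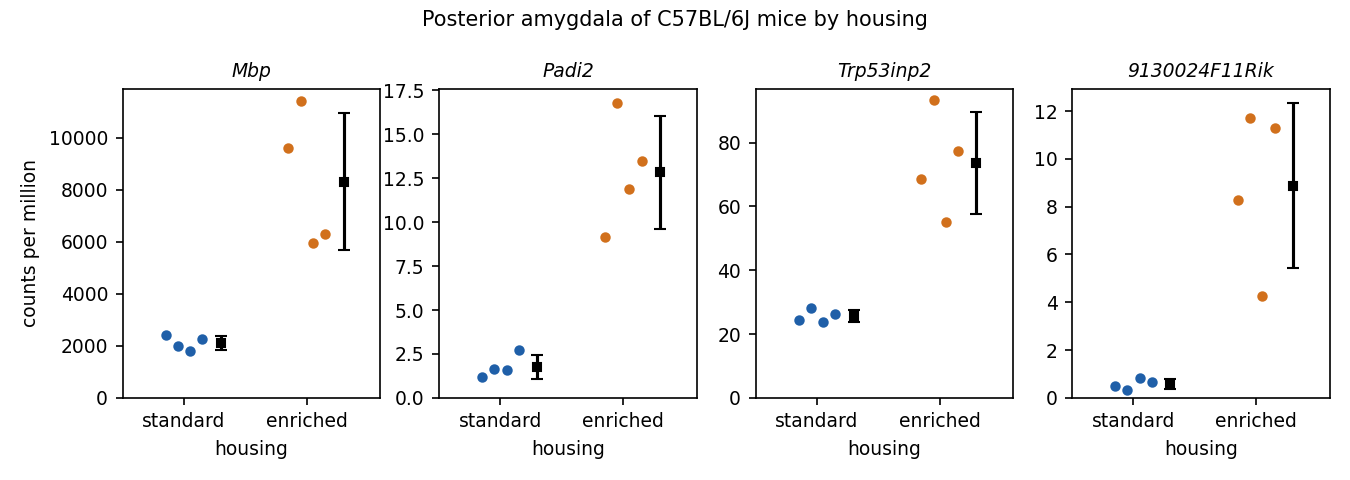
Levels of Mbp, Padi2, Trp53inp2 and 9130024F11Rik in CPM (vertical axes, each from 0) in the posterior amygdala of 4 standard-housed and 4 enriched C57BL/6J mice. Points are libraries, and squares with error bars give the mean and SD. For each gene, the 4 libraries of enriched mice sit above those of the standard-housed mice.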

Up to 10 of the most significant DEGs found for each comparison are presented in Table 4. Overrepresented GO and pathway terms (Figure 3D, Supplementary Table 12) were related to cellular calcium regulation (C57BL/6J_ant_: 19 gene sets), general processes involved in the development and function of the nervous system (C57BL/6J_post_: 594 gene sets), pore formation and inflammasome activity (B6D2F1N_ant_: 37 gene sets), and nerve growth factor activity promoting neuronal differentiation and survival (B6D2F1N_post_: 39 gene sets).

**Table 4:** Top 10 differentially expressed genes between the enriched and standard housing conditions in the anterior and posterior portions of the amygdala in C57BL/6J and B6D2F1N mouse strains.

Strain	Anterior amygdala				Posterior amygdala			
	Gene	LFC	SE	adj.p	Gene	LFC	SE	adj.p
C57BL/6J genotype	*Unc13c*	2.172	0.389	4.03E-04	*Mbp*	1.960	0.246	3.10E-11
	*Phb2*	−1.684	0.318	1.03E-03	*9130024F11Rik*	3.950	0.502	3.67E-11
	*Ccdc85b*	−3.678	0.706	1.11E-03	*Padi2*	2.855	0.387	1.08E-09
	*2610028E06Rik*	7.792	1.543	1.95E-03	*Trp53inp2*	1.507	0.228	1.75E-07
	*Adcy8*	1.998	0.406	2.14E-03	*Chrna6*	9.038	1.379	2.24E-07
	*Tmem230*	−1.521	0.309	2.14E-03	*Plin4*	1.553	0.255	3.58E-06
	*Gm37943*	7.383	1.482	2.14E-03	*Csrp1*	2.670	0.440	3.58E-06
	*A830019L24Rik*	−5.374	1.097	2.14E-03	*Mobp*	1.807	0.299	3.58E-06
	*Rps19bp1*	−1.604	0.335	3.07E-03	*Mag*	1.524	0.253	3.86E-06
	*Gm30698*	−7.711	1.608	3.07E-03	*Lgi3*	1.698	0.292	1.15E-05
B6D2F1N genotype	*Gm42944*	−7.613	1.203	4.87E-06	*Mpv17l*	−0.954	0.167	2.49E-04
	*Gm10384*	8.062	1.513	9.98E-04	*Rreb1*	1.301	0.255	3.55E-03
	*Gsdmd*	−4.578	0.900	1.82E-03	*St6gal2*	−1.136	0.236	1.06E-02
	*Cuzd1*	7.308	1.434	1.82E-03	*Prkce*	−0.619	0.134	1.77E-02
	*Tenm3*	1.161	0.260	3.10E-02	*Ntf3*	−2.099	0.455	1.77E-02
	*Gm43019*	−6.042	1.392	4.74E-02	*Cib2*	−1.554	0.344	2.27E-02
					*Rprm*	−1.738	0.397	3.69E-02
					*Tnn*	6.828	1.619	4.52E-02
					*Zfp827*	−1.092	0.259	4.52E-02
					*Kank4os*	6.233	1.473	4.52E-02

*LFC, log2 fold change; SE, standard error; adj.p, Benjamini-Hochberg-adjusted *p*-value*.

### Effects of cognitive bias on the amygdala’s transcriptome

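The mice with the highest optimism scores, or optimists, were 1 C57BL/6J and 3 B6D2F1N mice, all from standard housing. Those with the lowest scores, or pessimists, were 2 enriched C57BL/6J mice, 1 of which had only a posterior library, 1 standard-housed B6D2F1N mouse and 2 enriched B6D2F1N mice. In the anterior amygdala, 17456007 to 22702815 reads were counted on genes in the 4 optimists (median 19450391) and 19057404 to 25134224 in the 4 pessimists (median 22314499). In the posterior amygdala, the counts were 21532504 to 25125524 (median 21840000) in the 4 optimists and 18230504 to 23769916 (median 19319633) in the 5 pessimists. Each portion of the amygdala was fitted with edgeR with terms for strain, housing and bias, following the adjustment named in the paper's methods. Because the optimists were all standard-housed, B6D2F1N mouse 2 of standard housing was the only pessimist that shared the housing of any optimist. It had a weight of -1 in the estimated bias effect, whereas the weights of the other mice were between 0.0588 and 0.2941 in size, and without it the effect cannot be estimated. A positive log2 fold change stands for a higher level in optimists.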

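With these terms, 1 of 24134 genes in the anterior and 1 of 25277 genes in the posterior amygdala, Xist in both, was differentially expressed between optimists and pessimists. Unadjusted p-values were under 0.05 for 997 and 885 genes. DESeq2's likelihood ratio test with the same terms gave 19 DEGs in each portion of the amygdala and moved the numbers more than most alternatives, while leaving out the count minimum gave 22 and 79. Without the terms for strain and housing, 0 genes passed the threshold in either portion, with 1125 and 1328 genes at an unadjusted p under 0.05. Leaving out each mouse in turn, apart from the one without which the effect cannot be estimated, gave 1 to 2 DEGs in the anterior, with 2 without enriched B6D2F1N mouse 1, and 1 in every posterior fit.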

Finally, when comparing mice showing the highest and lowest optimism scores, we found 19 genes that were dysregulated in each portion of the amygdala (Table 5). One of these genes, the long non-coding RNA *Xist*, was strongly upregulated in both anterior and posterior portions of the amygdala in mice with a positive bias (“optimistic” mice), compared to mice with a negative bias (“pessimistic” mice). 

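Xist (ENSMUSG00000086503) lies on chromosome X of GRCm38 from 103460366 to 103483254 and overlaps Tsix on the other strand. It is transcribed from the inactive X chromosome of female cells. In the anterior amygdala, its level was 57.2 ± 39 CPM in pessimists and 81.2 ± 15.2 CPM in optimists (SD, n = 4 each), with an adjusted p of 0.00043 from edgeR's quasi-likelihood test. In the posterior amygdala it was 87.5 ± 52.3 CPM in 5 pessimists and 142 ± 50.9 CPM in 4 optimists (edgeR adjusted p = 0.000588). The fitted log2 fold changes were 13.68 (standard error 0.938) and 14.64 (standard error 1.24) and are no measure of size, because the weight of -1 fell on a library with 0 counts. B6D2F1N mouse 2 of standard housing had 0 counts of Xist in both portions of its amygdala, whereas the other 33 libraries had 54.4 to 206 CPM. In the pessimists apart from this mouse, the level was 76.2 ± 10.4 CPM (n = 3) in the anterior and 109 ± 21.4 CPM (n = 4) in the posterior amygdala, which differed from that of the optimists by less than the SD of the optimists.

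**Figure D4:**
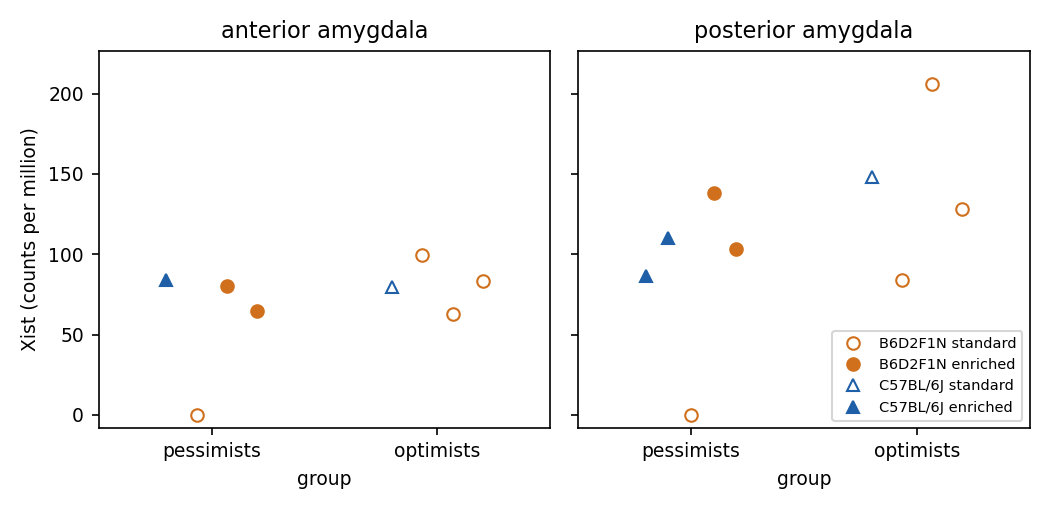
Level of Xist in CPM (vertical axis) in pessimists and optimists, for the anterior and posterior amygdala. Points are libraries, circles are B6D2F1N and triangles C57BL/6J mice, with open symbols for standard and filled ones for enriched housing. The standard-housed B6D2F1N pessimist sits at 0 in both portions, and the other pessimists and the optimists overlap.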

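Of the 19 genes that Table 5 lists for each portion of the amygdala, all had unadjusted p-values under 0.05 and changed in the direction given there. Apart from Xist, none passed the threshold with edgeR, and the largest adjusted p was 0.876 in the anterior and 1.0 in the posterior amygdala. Zfp551 had 4.67 ± 2.12 CPM in the 4 optimists, 0 counts in standard-housed B6D2F1N mouse 2 and 5.72 ± 1.17 CPM in the other 3 pessimists (edgeR adjusted p = 0.876). For Arhgap19, 4.05 ± 1.69 CPM, 0 counts and 6.85 ± 4.27 CPM were measured in the same mice, and for Cdkl3 11.3 ± 1.71, 0.34 and 7.6 ± 4.61 CPM. Zfp870 had, in the posterior amygdala, 6.3 ± 1.67 CPM in the 4 optimists, 0 counts in that mouse and 8.22 ± 4.39 CPM in the other 4 pessimists (edgeR adjusted p = 0.534). Ispd had 13.4 ± 2.25, 0.671 and 13.4 ± 2.27 CPM. For C1ql2, 4.63 ± 4.17, 16.3 and 17 ± 10.7 CPM were measured, and for Dusp10 3.83 ± 1.83 CPM, 0 counts and 5.12 ± 3.14 CPM. Among the 19 genes called with DESeq2 in each portion, the values of the other pessimists overlapped with those of the optimists in 18 genes in the anterior and 19 in the posterior amygdala.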

Despite the lack of overrepresentation in functional gene sets, the majority of the dysregulated genes obtained in these analyses appear to participate in the regulation of some sort of molecular/cellular process, from transcription (e.g., *Zfp551*, *Zfp870*, *Mettl4*) to metabolism (e.g., *Cdkl3*, *Ispd*/*Crppa*), immunity (e.g., *Fgl2*, *Arhgap19*, *Prkcq*, *C1ql2*, *Dusp10*), and differentiation (e.g., *Fam101b*, *Gpr149*).

**Table 5:** Differentially expressed genes between mice with optimistic and pessimistic cognitive biases.

Anterior amygdala			Posterior amygdala		
Gene	LFC	adj.p	Gene	LFC	adj.p
*Xist*	13.149	2.91E-30	*Xist*	13.767	7.09E-22
*Zfp937*	6.565	1.00E-03	*C230085N15Rik*	9.585	1.37E-05
*Zfp551*	9.177	1.09E-03	*Ispd*	4.274	2.32E-05
*Gm39822*	10.007	1.13E-03	*Zfp870*	9.161	7.89E-04
*Kcnu1*	8.865	1.15E-02	*Gm44433*	9.094	2.30E-03
*Arhgap19*	9.005	1.56E-02	*Gpr149*	9.806	6.64E-03
*Cdkl3*	5.054	1.97E-02	*Hacl1*	3.850	1.31E-02
*Ccdc103*	8.765	1.97E-02	*Prkcq*	6.042	1.95E-02
*Fam101b*	3.829	2.32E-02	*Jrk*	8.603	1.95E-02
*Fgl2*	4.104	2.95E-02	*Slc12a8*	8.756	2.29E-02
*Gm36529*	8.680	4.34E-02	*Fam35a*	6.251	2.96E-02
*Fam159b*	8.608	4.41E-02	*Zfp438*	4.371	2.96E-02
*Sertad4*	5.564	4.77E-02	*Exph5*	5.456	4.89E-02
*Brat1*	−1.890	4.93E-02	*C1ql2*	−2.536	4.89E-02
*Ccdc51*	4.677	4.93E-02	*Dusp10*	8.555	4.89E-02
*Npas4*	8.746	4.93E-02	*Mettl4*	3.550	4.89E-02
*4930539E08Rik*	6.756	4.93E-02	*Ccdc18*	6.063	4.89E-02
*Capn11*	−5.760	4.93E-02	*Rsl1*	8.324	4.89E-02
*Gm47483*	5.064	4.93E-02	*Gm12056*	−7.231	4.89E-02

*LFC, log2 fold change; adj.p, Benjamini-Hochberg-adjusted *p*-value*.

## Discussion

We used mice with two different genetic backgrounds, housed in standard or enriched conditions to study the effects of genetics and different environments on the amygdala’s transcriptome (as a proxy of function), and the amygdala’s role in emotional cognitive bias. We observed wide transcriptional differences related to the genetic background and anatomical localization in the amygdala of these mice. Contrary to our expectation, however, no association between the calculated optimism scores and genotype or environmental conditions was found, and the expression of only a few genes in the amygdala could be linked to these scores in our study.

Given the anatomy and physiology of the diverse nuclei composing the amygdala (Smail et al., 2020), we can expect that the anterior and posterior portions diverge in functionality and that this is reflected in their respective transcriptional patterns. Therefore, we hypothesized that genetic and environmental differences between the mice in our study might differentially impact the anterior and posterior amygdala transcriptomes. Here, we consistently observed more changes in the posterior amygdala with respect to the anterior portion, which we believe might derive from a greater role of the amygdala-hippocampal circuitry in learning and memory processes (Yang and Wang, 2017), such as those required by the CJB testing paradigm. Interestingly, though, strain-specific differences between both portions of the amygdala focused on stress and immune pathways, indicating that these mouse strains may respond differently to environmental stimuli. Indeed, this is in line with our observations of the effects of different environmental (housing) conditions, where we found wider transcriptional responses to the enriched environment in C57BL/6J mice than in the mice of the B6D2F1N strain. Nonetheless, these differences largely implicated processes involved in neurogenesis and neurotransmission in both strains. These findings are in accordance with the literature, as it has been established that environmental enrichment positively affects synaptic plasticity and activity, neurogenesis, and dentritic arborization (in the amygdala, only after chronic stress), resulting in improved immunity, stress coping abilities, mood, and behavior, among other beneficial effects (Hintiryan et al., 2021).

Because large genome-wide association studies have proven that psychiatric diseases that impact higher cortical functions, including mood, perception, and behavior, have a relatively strong genetic component as well as a highly polygenic and pleiotropic genetic architecture (Smoller, 2016; Sullivan and Geschwind, 2019; Lee et al., 2021), we were interested in assessing the effects of the genomic background on the amygdala’s function. We used the inbred C57BL/6J and hybrid B6D2F1N mouse strains because animals of these strains are visually indistinguishable, thus blinding of the experiments was possible. Importantly, these strains possess a close genetic distance. However, similar to humans, mice with closely related genetic backgrounds can present considerable phenotypic variation. The study of this variation has been particularly focused on behavioral phenotypes, such as responses to exercise training, open field activity, fear conditioning, memory, and learning (Bothe et al., 2005; Massett and Berk, 2005; Eltokhi et al., 2020). Meanwhile, studies of strain-dependent variation in biological (endo)phenotypes, including immune responses and tissue-specific gene expression (Keane et al., 2011; Sellers, 2017), are relatively limited. In this context, our study adds to the evidence of strain-dependent phenotypical variation by showing that strain-specific patterns of gene expression and responses to the environment exist even within the same laboratory and handling protocols. Moreover, differences in the amygdala’s transcriptome between strains were also related, to a great extent, to immune and stress responses. This further supports the documented immune phenotypic variation between mouse strains (Sellers, 2017), and the link between behavior and cognition with immunity (Miller et al., 2017).

Although we had a major interest in identifying the molecular correlates of emotional cognitive bias and of the effects of genetics and environmental enrichment on optimism levels, we found only a few associations in the amygdala that pointed towards differences in metabolic, immune, and developmental pathways between animals with positive and negative biases. Interestingly, we also found at least some evidence of a potential correlation between cognitive bias and lipid metabolism in the anterior amygdala. Finding no differences in optimism scores between mouse strains or housing environments was unexpected for us. However, a number of reasons may contribute to this: (a) the difference between standard and enriched environmental conditions was not very pronounced in our settings. Therefore, it is possible that a longer exposure to the playgrounds and/or a comparison against an impoverished or stressful environment would be required to achieve a significant effect; (b) as our mice were not manipulated to model a specific type of disorder associated with emotional cognitive bias (e.g., depression), we might require a larger sample size to observe differences in such behaviors; (c) the timing in our experiments might have been suboptimal for either sampling of the amygdala (cognitive bias during testing might differ from that shown during amygdala sampling) and/or evoking a bias shift (we might have missed sensitive developmental periods for the induction of emotional cognitive biases); (d) moreover, we used only female mice in our experiments. Previous research has suggested that negative cognitive bias is more common and severe in women than in men, which could explain the bias toward negative optimism scores in our sample. This disparity contributes to sex-specific differences in the onset, maintenance/relapse, and severity of human depression. However, in rats, it has been reported that negative cognitive bias is greater in middle-aged male animals than in middle-aged females, as well as in adult compared to young rats. The study also showed that the accompanying activation of the amygdala and other brain regions involved (e.g., hippocampus, nucleus accumbens, frontal cortex) are age- and sex-specific (Hodges et al., 2022).

Another limitation of our study for the exploration of the molecular correlates of cognitive bias is that we had an insufficient number of mice to apply the extremes approach to each experimental group. This made it impossible to test the effects of genetic background and/or environmental enrichment on the transcriptional patterns in the amygdala according to the animals’ emotional cognitive bias. Studies have shown that genetic variants can enhance sensitivity to the environment. This, in turn, increases the risk of psychiatric diseases such as depression and anxiety (Fox and Beevers, 2016). Taken together, we suggest that future molecular studies of emotional cognitive bias should explore age- and sex-specific transcriptional responses in limbic as well as hippocampal and frontal networks using animals from different genetic backgrounds that are exposed to enriched as well as stressful environments. This would advance our understanding of the neurobiology of negative bias and potentially of its relationship with mood disorders.

Despite the aforementioned limitations, we have been successful at extracting some promising hints regarding the biological pathways involved in emotional cognitive bias in the amygdala. In alignment with our findings, which implicate metabolic pathways (particularly of lipids) as well as immune processes, previous research has shown that optimism is associated with a higher diet quality, higher HDL cholesterol, lower triglycerides, lower risk of cardiovascular diseases, improved cell-mediated immunity, and lower production of pro-inflammatory mediators (Segerstrom and Sephton, 2010; Boehm et al., 2013; Curzytek et al., 2018; Ait-Hadad et al., 2020; Krittanawong et al., 2022).

## Conclusions

We found important differences in the transcriptional patterns in the amygdala that were associated with the animals’ genetic background but not with the animals’ cognitive bias. We also demonstrated that differences in the transcriptional response to the housing environment are inherent to the animals’ genotypes. With this, our study underscores the importance of appropriate selection of mouse strains when performing molecular studies of affective behavior, and points to a major issue affecting replicability and translational impact of such studies. Moreover, our findings hint at the involvement of lipid metabolism in optimistic cognitive bias and, overall, suggest a crucial role of immunity in the function of the amygdala and, therefore, potentially as well in emotional processing.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Raw and processed RNA-seq data has been deposited into NCBI’s Gene Expression Omnibus (GEO) database and is accessible with the ID GSE209999.

## Ethics Statement

The animal study was reviewed and approved by Gesundheits- und Veterinäramt Münster, Nordrhein-Westfalen (reference number: 39.32.7.1) and Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen (“LANUV NRW”).

## Author Contributions

SK, SR, MS, and NS conceived the study. LB, SK, SR, NS, and MS designed the experiments. LB carried out the experimental procedures and sample collection, and prepared the manuscript and Figure 1. MH-R designed the analysis strategy, processed and analyzed the data, and prepared the manuscript, figures and tables. AW supervised sequencing. All authors contributed to the article and approved the submitted version.

## Funding

This research was funded by the German Research Foundation (Deutsche Forschungsgemeinschaft, DFG) as part of the SFB TRR 212 (NC^3^), project numbers 316099922 and 396776123. Principal investigators: SR and NS.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

TS: touch screen
CJB: cognitive judgement bias
GO: gene ontology
BP: biological processes
MF: molecular function
CC: cellular component
KEGG: Kyoto Encyclopedia of Genes and Genomes
DEG: differentially expressed gene.

How the deposited data were processed for this re-analysis (not part of the article)

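RNA from amygdala cells of an anterior and a posterior portion, collected with a laser capture microscope from female C57BL/6J and B6D2F1N mice in standard or enriched housing, was sequenced by the authors as single reads of 72 bases. The authors demultiplexed the reads with bcl2fastq2, trimmed them with Trimmomatic, aligned them to GRCm38 with HISAT2, sorted the primary alignments with SAMtools and counted them per gene with HTSeq. The unit of the deposited values is the read count per Ensembl gene of 1 library, which the authors neither normalized nor filtered. HTSeq's own totals of reads not assigned to a gene were left out of the gene counts. A total of 35 libraries from 19 mice were analysed, 16 of the anterior and 19 of the posterior amygdala, and 16 mice had a library of each portion. The totals per library, between 16938534 and 27352623 counts, are given by group beside the results. A gene with 0 counts in a library may have up to 3 counts' worth of RNA at that depth, which is the limit used for lower bounds of fold changes, and this limit covers counting error only, since the reads carry no molecular identifiers.

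Gene symbols, positions and gene types came from GENCODE release M21 on GRCm38. All computations ran in R 4.3.3, with edgeR 4.0.16 for the main tests, DESeq2 1.42.0 and limma 3.58.1, and in Python. For each comparison, genes with at least 10 counts in total over its libraries were kept, counts were normalized by edgeR's TMM method, and edgeR's quasi-likelihood F test was applied. Log2 fold changes, standard errors and p-values adjusted by the Benjamini-Hochberg method over the genes of that comparison came from this fit, and an adjusted p of at most 0.05 was the threshold. Amygdala portions were compared within each strain with the mouse as a block, strains within each housing and portion, housing within each strain and portion, and optimists with pessimists within each portion with terms for strain and housing. Interaction terms tested region by strain over the mice with both portions, and strain by housing within each portion. CPM values were scaled by TMM factors, and log2 CPM values carry a prior count of 2. Standard deviations are over mice.

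The mice pair the libraries of both portions, as the paper's methods state. The deviations of the 2 libraries of a mouse from their group means correlated across 16022 genes with a median Pearson's r of 0.048 over the 16 mice (range -0.105 to 0.222), against -0.017 for libraries of different mice of a group, and these are correlations across genes, which are not independent replicates.

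The genes named in the text were chosen by a rule written before the data were examined, as were the comparisons, the alternatives and the marker lists. They are the genes that the paper's text or Tables 2 to 5 name, Xist and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, and in each comparison the 2 higher and the 2 lower genes with the smallest p-values past the threshold. A fold change against a group in which every library had at most 3 counts is given as a lower bound, computed against 3 counts in each library.

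The alternatives were DESeq2 as the paper's methods name it (likelihood ratio test for region and bias, Wald test for strain and housing), DESeq2's size factors in the edgeR fit, edgeR's filterByExpr or no minimum in place of 10 counts in total, robust empirical Bayes in edgeR, no mouse block or all libraries unpaired for the portions, 1 fit for the 4 strain and housing groups of a portion, only mice with both portions, no strain and housing terms for bias, and each mouse left out in turn. A term for the library number in the housing fit, and a DESeq2 test of mouse and region together, were added after the data were seen. For comparisons with genes past the threshold and groups of at least 3 mice, the labels were also split in other ways, up to 100 times per comparison. Each of these splits was fitted again with edgeR or, for some comparisons, with DESeq2.

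Lists of marker genes of 10 cell types (oligodendrocyte, astrocyte, microglia, endothelial cell, ependymal cell, choroid plexus, meningeal fibroblast, excitatory neuron, inhibitory neuron and striatal projection neuron) were tested in the region and housing comparisons with limma's fry on log2 CPM, and p-values were adjusted over the 60 tests. For each gene, the share of its 72-base windows (every 36 bases) that align to another gene with at most 2 mismatches was computed with bwa, and a gene with at least 20% of such windows was taken to have a near-identical copy.

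The tests were run on simulated counts drawn with the means, dispersions and library sizes of the real data, with 200 genes changed by 2 on the log2 scale. In the designs of region in C57BL/6J, region in B6D2F1N, strain in standard posterior, strain in enriched anterior, housing in C57BL/6J posterior and bias in anterior libraries, edgeR recovered 71, 73.5, 71, 47.5, 69.5 and 26% of the changed genes, and 8.4, 7, 6, 9.5, 9.2 and 7.1% of its calls were unchanged genes. DESeq2 recovered 80, 81.5, 81, 61, 76 and 37.5%, and 17.5, 20.1, 31.9, 46.5, 28.6 and 27.2% of its calls were unchanged genes. The draw was not repeated for any design, and whether the simulated counts spread as the real ones do was not tested. These shares therefore describe the simulated counts only. They cannot rank edgeR and DESeq2 on the real data or give the share of false calls there.

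Gene set overrepresentation, the correlations with the optimism scores of single mice and the behavioral data were not analysed here. Of the supplementary tables, 2, 4 and 6 were compared with the calls, and the others were not used here.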

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

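Each of 13 measures (library totals, genes detected, Xist and the mean of each of 10 marker lists, as mean log2 CPM) was compared within groups of 4 to 6 libraries for 1 library far from the others. This gave 9 such values in 91 groups, where 4.5 are expected by chance, and the posterior library of C57BL/6J enriched mouse 2 had 2 of them. Of the tests in this part, those of more oligodendrocytes, of bordering tissue and of the library numbers were chosen after the result was seen.

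Xist was at a log2 CPM of -3.42, which stands for 0 counts, in the anterior and also at -3.42 in the posterior library of B6D2F1N standard mouse 2. In the other standard-housed B6D2F1N mice it was at 5.97 to 6.64 and 6.07 to 7.69. The tables argue against a male mouse, because the 4 Y-linked genes had 0.0 CPM in both libraries. They argue against a swap of 1 library, because both portions of this mouse (2 of 2) lacked Xist. Loss of Xist with both X chromosomes active would raise X-linked genes as a whole, but their median log2 ratio to the group, relative to autosomal genes, was -0.12 in the anterior and 0.02 in the posterior library, against -0.1 to 0.11 in the 8 other libraries of the group, so it was not raised in either. A single X chromosome stays open: the 4 genes that escape X inactivation had a median log2 ratio of -0.22 in the anterior library, within the range of the others (-0.38 to 0.31), and -0.42 in the posterior one, below it. Of these genes, Eif2s3x was lower than in all 8 other libraries in both portions, at -0.60 and -1.53, but Kdm6a was at 0.42 in the anterior and Kdm5c at 0.09 in the posterior library. A single X chromosome and the spread between mice cannot be told apart with 4 genes that go both ways.

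In C57BL/6J enriched mouse 2, 21415 genes were detected in the posterior library, against 22800 to 23017 in the other 3 of its group. Its total count ranked 3 of 4 from the lowest, so a lack of depth is argued against. The order of the library numbers may account for it: this library has number 6 and the others of its group have 31 to 36, and within groups of the other 34 libraries, genes detected rose with the library number (Spearman correlation 0.78, permutation p = 0.000999, 0 of 1000 permutations as large). What the numbers stand for was not analysed here, and no biological explanation was tested.

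The other values apart from their groups were of marker lists. The astrocyte list was at 8.35 in the posterior library of B6D2F1N enriched mouse 1 (others 8.77 to 8.9) and at 8.8 in the anterior library of C57BL/6J standard mouse 4 (others 8.47 to 8.52). The endothelial cell list was at 6.09 in the posterior library of C57BL/6J enriched mouse 2 (others 5.31 to 5.36), and the choroid plexus list at 0.52 in the anterior library of C57BL/6J standard mouse 2 (others -0.56 to -0.4). Their total counts ranked 2 of 6, 2 of 4, 3 of 4 and 3 of 4 from the lowest, which argues against depth. In these 4 libraries, 4 of 7, 3 of 7, 3 of 6 and 4 of 8 genes of the list had the most extreme value of the group. A different number of cells of that type stays open, and it cannot be told apart from a change of some of the genes in 1 library. No biological explanation was tested.

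The inhibitory neuron list was at 6.53 in the anterior library of B6D2F1N standard mouse 3 (others 5.28 to 5.64), with 5 of 5 genes at their highest value of the group. The striatal projection neuron list was at 5.76 in the posterior library of C57BL/6J enriched mouse 3 (others 3.49 to 3.81), with 7 of 8 genes at their highest. More cells of these types in the captures may account for both. Each of these libraries had the lowest total count of its group (rank 1 of 5 and rank 1 of 4). The totals were 17456007 (others 20376013 to 22702815) and 16938534 (others 19319633 to 23769916). There, the excitatory neuron list had the lowest value of its group, 5.78 (others 6.35 to 6.97) and 5.46 (others 5.82 to 7.0). The oligodendrocyte and striatal projection neuron lists of the first (8.82 and 5.36) and the inhibitory neuron list of the second (5.95) had the highest. Lists went both ways, which argues against low depth raising all lists alike, and depth was not tested further.

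Marker lists for which the paper reports no test differed between groups in 6 of 60 tests with limma's fry. Between the portions of the amygdala, the ependymal cell list was higher in the posterior one by a mean log2 change of 2.92 in C57BL/6J (standard error 0.477, adjusted p = 0.0197 with limma's fry, 7 of 7 genes higher) and 3.7 in B6D2F1N mice (standard error 0.287, adjusted p = 2.09e-05, 7 of 7 genes). The choroid plexus list was higher by 2.84 (standard error 0.555, adjusted p = 0.0197, 8 of 8 genes) and 4.37 (standard error 0.492, adjusted p = 0.000237, 8 of 8 genes). The excitatory neuron list changed by -1.27 in B6D2F1N mice (standard error 0.402, adjusted p = 0.0279, 0 of 6 genes higher) and by -1.10 in C57BL/6J mice, where it did not pass (adjusted p = 0.155). Under the alternatives, the ependymal cell and choroid plexus lists lost significance in 2 of 8 each in C57BL/6J and in 0 of 12 in B6D2F1N mice, and the excitatory neuron list in 5 of 12 (adjusted p up to 0.0712). The oligodendrocyte, astrocyte, microglia, endothelial cell, meningeal fibroblast, inhibitory neuron and striatal projection neuron lists changed by 0.14, 0.44, -0.17, 0.00, 1.08, -0.22 and -0.53 in C57BL/6J and by 0.06, 0.30, -0.30, -0.37, 0.89, -0.05 and 0.37 in B6D2F1N mice, and none of them passed.

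Tissue that borders the amygdala, such as the lining of the ventricle with its choroid plexus, may have entered the posterior captures. Of 4 lists of tissue that borders the amygdala (ependymal cell, choroid plexus, meningeal fibroblast and striatal projection neuron), 2 (ependymal cell and choroid plexus) differed between the portions in both strains, and the other 2 did not pass in either. The differences of the first 2 were known when this explanation was chosen, so their count does not test it. The most abundant choroid plexus gene, Ttr, was at 4.65 ± 1.73 and 14 ± 9.13 CPM in the anterior amygdala of standard-housed (n = 4) and enriched (n = 2) C57BL/6J mice and at 7.85 ± 6.75 and 190 ± 389 CPM in that of B6D2F1N mice (n = 5 each), with 886 CPM in 1 of the enriched ones. In the posterior amygdala it was at 727 ± 550 and 639 ± 590 CPM (n = 4 each) and at 2150 ± 1550 (n = 5) and 5550 ± 6220 CPM (n = 6). The choroid plexus list stood at 3.68 in the anterior library of B6D2F1N enriched mouse 4, within the range of the posterior libraries, so such tissue may not have been confined to the posterior captures. The most abundant ependymal gene of the posterior libraries, Tmem212, stood at 23.7 ± 26.1 CPM there. In the anterior libraries, 2 of 7 ependymal and 6 of 8 choroid plexus genes had at least 1 CPM, whereas every gene of the other 8 lists did. No gene is in more than 1 list, and Tmem212 is also in Table 2 of the paper. A difference between the portions in their own cells stays open, since it was not tested separately.

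The numbers of DEGs between the portions stood apart from other labels. With the labels of the portions exchanged within mice, 1 of 32 splits gave as many DEGs as found in C57BL/6J mice, the real split itself, and the others gave at most 55. In B6D2F1N mice, 1 of 40 splits drawn from 512 did, and the others gave 0. A split here exchanges the portions in some mice and keeps them in the rest, so that each keeps its pair of libraries.

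Between housing conditions, the oligodendrocyte list was higher in enriched C57BL/6J mice in the posterior amygdala by a mean log2 change of 1.06 (standard error 0.233, adjusted p = 0.0279 with limma's fry, 10 of 10 genes higher), and the other 39 housing tests did not pass. It lost significance in 5 of 10 alternatives (adjusted p up to 0.0938). There, the astrocyte, microglia, endothelial cell, ependymal cell, choroid plexus, meningeal fibroblast, excitatory neuron, inhibitory neuron and striatal projection neuron lists changed by 0.21, 0.08, -0.25, 1.23, -0.03, 0.30, 0.92, 0.12 and 0.27. Fewer neurons among the collected cells would raise all other types alike, but the highest mean change of the astrocyte, microglia and endothelial cell lists was 0.21, which argues against it. The library numbers of the sample labels are a further candidate, because the lower 4 numbers belong to 3 standard-housed and 1 enriched mouse. Beside a term for the lower or higher 4 library numbers, the list still rose by 0.92 (standard error 0.268). The term itself gave 0.28 (standard error 0.268). It puts standard mouse 3, at number 15, with the enriched mice at 31, 32 and 36, so it cannot decide whether their order is the cause. More oligodendrocytes among the collected cells may account for the pattern. It was not confined to Mbp, Mobp and Mag, the 3 genes of the list that are in Table 4 of the paper. The other 7 genes had a median log2 change of 0.75 (0.48 to 1.25). These belong to the 10 of 10 genes that rose, so their values repeat the observation and do not test this explanation. A higher expression of these genes per cell in the enriched environment, the condition of the design, gives the same values and stays open as untested. Outside the posterior amygdala of C57BL/6J mice, 10 of 10 genes of the list also rose with enriched housing. The mean log2 changes were 0.79 in C57BL/6J anterior, 0.24 in B6D2F1N anterior and 0.67 in B6D2F1N posterior libraries (standard errors 0.409, 0.587 and 0.697). None of these passed, so a rise of 10 of 10 genes does not by itself mark a difference.

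With edgeR and all mice, no gene passed the threshold in the tests of whether an effect differs between groups. These tests were region by strain, and strain by housing in the anterior and posterior amygdala. At an unadjusted p under 0.05, there were 871, 1576 and 2335 genes. DESeq2 gave 0, 2 and 16 genes past the threshold. Without B6D2F1N standard mouse 2, edgeR gave 14 for strain by housing in the posterior amygdala.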

How the results depend on the processing

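The comparisons, the alternatives and the rule for named genes were set before the data were examined, and the DESeq2 test of mouse and region together was chosen after the result was seen. Of 309 numbers of genes or lists under an alternative, 260 stayed within 1.5 times the value reported and 49 did not. Of 576 values of single genes, lists and sets under an alternative, 479 kept their direction and their side of the threshold, 53 lost significance, 12 gained it, 0 changed direction, and 32 without a test moved. With DESeq2's size factors, edgeR's filterByExpr or robust empirical Bayes in the edgeR fit, none of the numbers moved by more than 1.5 times.

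DESeq2 in place of edgeR gave 1512 DEGs between the portions of the amygdala in C57BL/6J and 1994 in B6D2F1N mice, 797 of them shared. Between the strains it gave 257, 392, 137 and 342 DEGs for standard anterior, standard posterior, enriched anterior and enriched posterior, with 69 shared by all 4. For housing it gave 100 and 319 DEGs in the anterior and posterior amygdala of C57BL/6J and 8 and 14 in those of B6D2F1N mice. For bias it gave 19 and 19, and for the interaction of strain and housing 2 in the anterior and 16 in the posterior amygdala. The cause was not tested. B6D2F1N mice had the higher level in 293 of 392 against 80 of 94 DEGs for standard posterior and in 258 of 342 against 87 of 101 for enriched posterior. Of the housing DEGs of C57BL/6J mice, 22 of 100 in the anterior amygdala, where edgeR gave 0, and 255 of 319 in the posterior, against 4 of 4 with edgeR, were higher in the enriched environment. Of the bias DEGs, 17 of 19 in each portion were higher in optimists, against 1 of 1.

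Without a minimum count, 57 strain DEGs were found for enriched anterior and 27 shared by the 4 comparisons, 274 and 112 housing DEGs in the anterior and posterior amygdala of C57BL/6J mice, and 22 and 79 bias DEGs in the anterior and posterior amygdala. Of these, 94 of 274 and 96 of 112 were higher in the enriched environment, and 15 of 22 and 49 of 79 were higher in optimists. The cause was not tested. In 1 fit for the 4 groups of a portion, 44 strain DEGs were found for enriched anterior, 36 were shared by the 4 comparisons, and 0 housing DEGs were found in the posterior amygdala of C57BL/6J mice (2787 genes at an unadjusted p under 0.05). With only the mice that have both portions, and so with fewer samples, 35 strain DEGs were found for enriched posterior and 0 housing DEGs in the posterior amygdala of C57BL/6J mice (2088 at an unadjusted p under 0.05). Without terms for strain and housing, 0 bias DEGs were found in the anterior and 0 in the posterior amygdala. With camera and its preset correlation, 16 of 60 tests of marker lists passed, and the 6 that passed with fry were among them.

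The pairing of the portions by mouse was part of the tests of region. Without the mouse block, 706 DEGs were found in C57BL/6J and 1172 in B6D2F1N mice, and with all libraries of a strain unpaired 745 and 1440, all within 1.5 times the number with the block. The DESeq2 test of mouse and region together, which also calls genes that differ between mice, gave 1587 and 1897.

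Leaving out each mouse in turn gave 602 to 1070 region DEGs in C57BL/6J mice (602 without C57BL/6J standard mouse 3 and 606 without mouse 4) and 770 to 1220 in B6D2F1N mice, with 367 to 569 shared. For the strains it gave 60 to 83 in standard anterior, 59 to 166 in standard posterior (166 without B6D2F1N standard mouse 2, with 99 higher and 67 lower in B6D2F1N mice, 59 without C57BL/6J standard mouse 3, 60 without B6D2F1N standard mouse 3 and 61 without C57BL/6J standard mouse 2), 12 to 15 in enriched anterior and 68 to 86 in enriched posterior, with 12 to 15 shared by all 4. For housing it gave 0 to 0 DEGs in the anterior amygdala of C57BL/6J (1121 to 1751 genes at an unadjusted p under 0.05) and of B6D2F1N mice (1108 to 1822). In the posterior amygdala it gave 0 to 172 in C57BL/6J mice (172 without enriched mouse 2, with 93 higher and 79 lower in the enriched environment, and 0 without any other mouse, with 1862 to 2759 at an unadjusted p under 0.05). Without enriched mouse 2, the library numbers are 7 to 15 in standard and 31 to 36 in enriched housing. Housing and their order cannot be told apart in that fit. In the posterior amygdala of B6D2F1N mice, leaving out each mouse gave 0 to 10 (10 without standard mouse 2, 1271 to 1964 at an unadjusted p under 0.05). For bias it gave 1 to 2 DEGs in the anterior amygdala (2 without B6D2F1N enriched mouse 1) and 1 to 1 in the posterior. The interactions gave 0 to 0 for region by strain (718 to 1095 at an unadjusted p under 0.05), 0 to 0 for strain by housing in the anterior (1279 to 2068) and 0 to 14 in the posterior amygdala (14 without B6D2F1N standard mouse 2, 1955 to 2668). Between 4 and 8 marker lists passed. The cause of these changes was not tested beyond the smaller number of samples.

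The 4 housing DEGs of the posterior amygdala of C57BL/6J mice lost significance in each of the 7 fits without 1 mouse in which 0 genes passed. Fits without C57BL/6J enriched mouse 2 or 4 in the anterior amygdala would leave 1 library in a group, and without B6D2F1N standard mouse 2 the bias effect cannot be estimated, so these were not run.

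Other splits of the samples gave as many genes in 1 of 100 splits each for the strains in standard anterior, standard posterior and enriched posterior, the real split itself, and at most 23, 85 and 61 genes in the others. For housing in the posterior amygdala of C57BL/6J mice, 2 of 35 splits gave as many genes with edgeR and 2 of 35 with DESeq2, the other split giving 29 and 321 genes. That split puts standard mice 1, 2 and 4 with enriched mouse 2, which are the lower 4 library numbers. For bias, 6 of 35 splits in the anterior and 10 of 60 in the posterior amygdala gave as many genes with edgeR, and 9 of 35 and 14 of 40 with DESeq2. For housing in the posterior amygdala of B6D2F1N mice, 19 of 60 splits gave as many genes with DESeq2. Where 0 genes had been found with edgeR (housing in the anterior and posterior amygdala of B6D2F1N mice, region by strain, and strain by housing in the posterior amygdala), any split gives as many by construction. Splits can therefore say nothing about those results, and none were fitted with edgeR. The comparisons with 2 C57BL/6J mice were not split.

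Depth limits the genes with few counts: 21 of the 146 log2 fold changes that the paper's tables also give could be stated only as lower bounds, since every library of 1 group had at most 3 counts.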

Differences from the paper's values

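In enriched housing, Table 1 of the paper lists more anterior samples of both strains than the 2 C57BL/6J and 5 B6D2F1N libraries analysed here. Comparisons that use these libraries may differ from the paper's for that reason as well as through processing. Between the portions of the amygdala, edgeR gave 937 DEGs in C57BL/6J mice against the paper's 1618. Of the alternatives set before the data were examined, DESeq2 (1512) and no minimum count (1405) came within 1.5 times of the paper's number, and the others did not. In B6D2F1N mice, it gave 1110 against the paper's 1887, and DESeq2 (1994), no minimum count (1352) and all libraries unpaired (1440) came within 1.5 times. A DESeq2 test of mouse and region together, chosen after seeing the values, gave 1587 and 1897 DEGs and 654 shared by the strains, against the paper's 655.

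For the strains, edgeR gave 90, 94, 15 and 101 DEGs (standard anterior, standard posterior, enriched anterior and enriched posterior) against the paper's 257, 392, 157 and 342. It gave 14 DEGs shared by all 4 against the paper's 89, and 21, 25, 0 and 28 DEGs in no other comparison against the paper's 96, 226, 40 and 176. For each of these, DESeq2 alone of the alternatives set before the data were examined came within 1.5 times, with 257, 392, 137 and 342 DEGs, 69 shared and 96, 227, 48 and 177 specific.

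For housing, edgeR gave 0, 4, 0 and 0 DEGs (C57BL/6J anterior and posterior, B6D2F1N anterior and posterior) against the paper's 62, 319, 6 and 14. None of the alternatives set before the data were examined came within 1.5 times of the paper's 62, and DESeq2 gave 100 there. That comparison had fewer enriched mice here than in the paper, which none of the alternatives could change. DESeq2 alone came within 1.5 times for C57BL/6J posterior (319) and B6D2F1N anterior (8). For B6D2F1N posterior, DESeq2 (14) and the fit without B6D2F1N standard mouse 2 (10) did. For bias, edgeR gave 1 and 1 DEGs in the anterior and posterior amygdala against the paper's 19 and 19. DESeq2 gave 19 and 19, no minimum count gave 22 in the anterior amygdala, and no other of the alternatives set before the data were examined came within 1.5 times.

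For the anterior amygdala of C57BL/6J mice, the paper had more enriched mice than were analysed here. The adjusted p of Cplx2 in C57BL/6J mice was 0.482 in the anterior amygdala with edgeR against the paper's 0.01117, and none of the alternatives set before the data were examined came within 1.5 times of it, although DESeq2 (0.00605) and no minimum count (0.027) were past the threshold. Its posterior value was 0.116 against the paper's 0.00015, with DESeq2 at 0.000147 and, past the threshold, no minimum count at 0.00648 and the fit without C57BL/6J enriched mouse 2 at 0.0287. That of B230323A14Rik was 0.74 in the anterior amygdala against the paper's 0.01195, a value that none of the alternatives set before the data were examined reached, and 0.337 in the posterior amygdala against the paper's 0.03927, which DESeq2 reached with 0.0393.

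Of 146 log2 fold changes in the paper's Tables 2 to 5, 145 differed from those found here by no more than the larger standard error or, for lower bounds, were not exceeded by more than 1.5-fold. For Tmem87a in the anterior amygdala in the enriched environment, the log2 fold change was 3.87 against the paper's 3.19. None of the alternatives set before the data were examined closed the gap. That comparison had fewer mice of both strains here than in the paper.

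The paper places Xist and Capn11 among its top DEGs between the portions in B6D2F1N mice. With edgeR, their adjusted p-values were 0.119 and 0.584, and with DESeq2's test of region 0.0562 and 0.464. Xist passed without B6D2F1N standard mouse 1 (adjusted p = 0.0364 with edgeR, and 0.0364 to 0.668 over all alternatives). In the test of mouse and region together, chosen after seeing the values, DESeq2's adjusted p-values were 1.51e-40 and 2.62e-15. The paper's Table 2 marks 6 genes as not shared by the strains, of which Oprk1, Prss23 and Kera were shared with edgeR, with adjusted p-values of 0.005, 0.000373 and 0.00935 in B6D2F1N mice, and Oprk1 and Prss23 were shared with DESeq2. Nek5, marked there as shared, had an edgeR adjusted p of 0.514 in C57BL/6J mice and was shared only in the test of mouse and region together, chosen after seeing the values. The paper puts the shared part of the DEGs lower than the 53% of C57BL/6J and 44.8% of B6D2F1N DEGs found here.

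The paper states that more DEGs between the strains were found in standard than in enriched housing. With edgeR this held for the anterior amygdala, whereas 94 were found in standard and 101 in enriched housing in the posterior one, where DESeq2 gave 392 and 342. The paper lists Cramp1l among the genes shared by all 4 strain comparisons, and its edgeR adjusted p was 0.089 in enriched anterior. It passed there with DESeq2 (1.33e-06), with no minimum count (0.015) and with 1 fit for the 4 groups (0.00578). Of the 13 genes of Table 3, edgeR did not call 4, 3, 11 and 2 in the 4 comparisons, of which DESeq2 called 4, 3, 5 and 2, no minimum count 3 in enriched anterior, and 1 fit for the 4 groups 1 in standard posterior and 4 in enriched anterior.

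The paper states that Cplx2 and B230323A14Rik alone changed with housing in both portions of the amygdala of C57BL/6J mice. With edgeR no gene did, and with DESeq2 Cplx2, Mobp, Mrps34, Rheb and Trp53inp2 did. The housing genes of Table 4 that edgeR did not call were 10 in C57BL/6J anterior (9 called by DESeq2 and 8 with no minimum count), 6 in C57BL/6J posterior (6 each by DESeq2, with no minimum count and without C57BL/6J enriched mouse 2), 6 in B6D2F1N anterior (4 by DESeq2) and 10 in B6D2F1N posterior (10 by DESeq2, and Rreb1 without B6D2F1N standard mouse 2). Of the 18 genes of Table 5 apart from Xist in each portion, DESeq2 called 18 and 18 and no minimum count 7 and 14.

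The paper states that C57BL/6J mice responded more widely to the enriched environment than B6D2F1N mice. The test of this difference, the interaction of strain and housing, gave 0 genes with edgeR in each portion (1576 and 2335 at an unadjusted p under 0.05), 2 and 16 with DESeq2, and 14 in the posterior amygdala without B6D2F1N standard mouse 2.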

Other observations

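Of the tests in this part, those of the bias genes, of near-identical copies, of 1 allele, of the library numbers on the 4 housing genes, and of mouse and region together were chosen after the result was seen.

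The bias comparison leaned on 1 mouse. B6D2F1N standard mouse 2 had a weight of -1 in the estimated bias effect and was the mouse without Xist. Among the 19 genes called with DESeq2 in each portion, the values of the other pessimists overlapped with those of the optimists in 18 in the anterior and 19 in the posterior amygdala. These pessimists were all enriched, so housing might have offset an effect of bias in them. The mice that are neither optimists nor pessimists (8 anterior and 10 posterior libraries), which did not enter the calls, argue against this: the median log2 change with enriched housing toward the call, beside strain, was -0.24 and -0.03 (upper limit of the bootstrap over genes 0.01 and 0.32), whereas the optimists differed from B6D2F1N standard mouse 2 by medians of 5.22 and 5.21. The mouse had the most extreme value in 19 of 19 genes in the anterior and 17 of 19 in the posterior amygdala. The exceptions were C1ql2 and Gm12056. In C1ql2, the mouse was at 16.3, the other pessimists at 17 ± 10.7 and the optimists at 4.63 ± 4.17 CPM. In Gm12056, the values were 4.58, 2.5 ± 2.81 and 0.0207 ± 0.0242 CPM. That 1 mouse decides the comparison is left standing for the called genes as a set, apart from these exceptions. An effect of bias on them and on other genes stays open, since it cannot be estimated without the mouse.

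Of the genes called between the strains in at least 1 comparison, 124 were higher and 30 lower in B6D2F1N mice. Of the 123 higher genes with a value, 66 (53.7%) had a near-identical copy elsewhere in the genome, against a median of 7.3% in 1000 draws of genes matched on expression (0 draws as high, permutation p = 0.001, the smallest they can give), and 59 were annotated as pseudogenes. Over all 29451 genes tested, 12.2% had a copy and 11.7% were pseudogenes. Reads of a parent gene that carry variants of the second parental strain, and so align to the copy, may account for part of these calls. Which of them are affected cannot be read from counts per gene, and a higher expression in B6D2F1N mice, the strain of the design, stays open as untested.

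Of the 30 genes lower in B6D2F1N mice, 5 (16.7%) had such a copy, against a median of 6.7% in the draws (36 of 1000 as high, permutation p = 0.037), so reads shared with copies may account for some of them. Reads of the allele of the other parent that fail to align could lower a hybrid's count to that of 1 allele. Where both alleles are expressed equally, this is a log2 change of -1 at the most. In 11 genes the fall was below -1 by more than 2 standard errors, more than the loss of 1 of 2 equally expressed alleles gives. Whether the alleles of these genes are expressed equally was not tested, so this cannot decide against a lost allele there. In the other 19 genes, a lost allele and a lower expression cannot be told apart, because counts per gene do not separate the alleles.

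The 4 housing DEGs of the posterior amygdala of C57BL/6J mice were tested beside a term for the lower or higher 4 library numbers, which 1 other split of the mice follows. Their log2 changes with housing were then 2.64 for Padi2, 1.34 for Trp53inp2, 1.75 for Mbp and 3.43 for 9130024F11Rik (standard errors 0.434, 0.263, 0.321 and 0.61), the lowest being 1.34, and their edgeR adjusted p-values 0.0593, 0.121, 0.0902 and 0.0731. Without the term, these changes were 2.86, 1.52, 1.97 and 3.95, so most of each remained beside it. The term cannot decide whether the order of the library numbers caused the 4 changes. It puts standard mouse 3, at number 15, with the enriched mice at 31, 32 and 36. A step in the order between 15 and 31 would therefore stay with housing. The genes were also chosen for their change with housing, and they no longer passed the threshold beside the term. Only 1 enriched library was among the lower 4 numbers. In that fit, edgeR called 4 other genes with housing and 32 with the library number, and DESeq2 419 and 413. In the anterior amygdala of C57BL/6J mice, the standard-housed mice have the library numbers 5 to 20 and the enriched ones 26 and 33, so that housing and the order of the libraries cannot be told apart there. What the library numbers stand for was not analysed here.

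Of the 1887 genes in the paper's Supplementary Table 2, for region in B6D2F1N mice, DESeq2's test of region within mice called 1030 (54.6%) and edgeR 783. A test of mouse and region together called 1575 (83.5%), including 643 of the 857 that the test of region alone did not. That the paper's list was made with mouse and region tested together is consistent with this value, as a hypothesis formed on the same table. For Supplementary Tables 4 and 6, DESeq2 called 257 of 257 and 95 of 157 genes and edgeR 90 and 15. Behind Supplementary Tables 2 and 6, the paper had more mice than were analysed here.

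The 13 genes for which the paper reports a correlation with the optimism score in the anterior amygdala were compared between the 4 optimists and 4 pessimists, since scores of single mice were not analysed here. The mean was lower in optimists for all 13, with a median log2 difference of -1.30. Kifc2, Ptx3 and BC034090 had the smallest p that 4 mice against 4 allow (two-sided exact permutation test, p = 0.0286), and 0 of 13 passed after adjustment over the list alone (smallest adjusted p = 0.124, exact permutation test). Kifc2 had 109 ± 15 CPM in optimists and 160 ± 41.4 CPM in pessimists (SD, n = 4 each). The paper adjusted its correlations for strain and environment, and this comparison had no such terms. All optimists were standard-housed, and all pessimists but B6D2F1N standard mouse 2 were enriched. Bias and housing therefore cannot be told apart in these values. The study also chose the list on these samples, so this is not independent evidence.

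In the 33 libraries other than those of B6D2F1N standard mouse 2, the level of Xist was 54.4 to 206 CPM, with a median of 99.6 CPM. The highest level of any of the 4 Y-linked genes in the 35 libraries was 0.0505 CPM, a single count.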
